# Cortex-specific transcriptome profiling reveals upregulation of interferon-regulated genes after deeper cerebral hypoperfusion in mice

**DOI:** 10.3389/fphys.2023.1056354

**Published:** 2023-03-13

**Authors:** Zengyu Zhang, Zimin Guo, Zhilan Tu, Hualan Yang, Chao Li, Mengting Hu, Yuan Zhang, Pengpeng Jin, Shuangxing Hou

**Keywords:** bilateral carotid artery stenosis, cerebral cortex, RNA-seq, type I interferon, chronic cerebral hypoperfusion (CCH)

## Abstract

**Background:** Chronic cerebral hypoperfusion (CCH) is commonly accompanied by brain injury and glial activation. In addition to white matter lesions, the intensity of CCH greatly affects the degree of gray matter damage. However, little is understood about the underlying molecular mechanisms related to cortical lesions and glial activation following hypoperfusion. Efforts to investigate the relationship between neuropathological alternations and gene expression changes support a role for identifying novel molecular pathways by transcriptomic mechanisms.

**Methods:** Chronic cerebral ischemic injury model was induced by the bilateral carotid artery stenosis (BCAS) using 0.16/0.18 mm microcoils. Cerebral blood flow (CBF) was evaluated using laser speckle contrast imaging (LSCI) system. Spatial learning and memory were assessed by Morris water maze test. Histological changes were evaluated by Hematoxylin staining. Microglial activation and neuronal loss were further examined by immunofluorescence staining. Cortex-specific gene expression profiling analysis was performed in sham and BCAS mice, and then validated by quantitative RT-PCR and immunohistochemistry (IHC).

**Results:** In our study, compared with the sham group, the right hemisphere CBF of BCAS mice decreased to 69% and the cognitive function became impaired at 4 weeks postoperation. Besides, the BCAS mice displayed profound gray matter damage, including atrophy and thinning of the cortex, accompanied by neuronal loss and increased activated microglia. Gene set enrichment analysis (GSEA) revealed that hypoperfusion-induced upregulated genes were significantly enriched in the pathways of interferon (IFN)-regulated signaling along with neuroinflammation signaling. Ingenuity pathway analysis (IPA) predicted the importance of type I IFN signaling in regulating the CCH gene network. The obtained RNA-seq data were validated by qRT-PCR in cerebral cortex, showing consistency with the RNA-seq results. Also, IHC staining revealed elevated expression of IFN-inducible protein in cerebral cortex following BCAS-hypoperfusion.

**Conclusion:** Overall, the activation of IFN-mediated signaling enhanced our understanding of the neuroimmune responses induced by CCH. The upregulation of IFN-regulated genes (IRGs) might exert a critical impact on the progression of cerebral hypoperfusion. Our improved understanding of cortex-specific transcriptional profiles will be helpful to explore potential targets for CCH.

## Introduction

Chronic cerebral hypoperfusion (CCH), refers to a group of brain dysfunction syndromes caused by long-term decreased cerebral perfusion (Ciacciarelli et al., 2020). CCH can cause damage to the cerebral microcirculation, and then aggravate each other, eventually resulting in a wide variety of cerebral disorders such as lacunar infarction, subcortical microinfarction and cortical lesions (Iadecola, 2013). CCH-induced neuroinflammation is proved to be one of the most significant pathophysiological mechanisms (Hase et al., 2017; Suzuki et al., 2021). Proliferating and activated microglia produce cytotoxic factors and inflammatory mediators (Miyanohara et al., 2018; Kakae et al., 2019; Du et al., 2020; Liu et al., 2020), while reactive astrogliosis promotes the expression of inflammatory mediators and participates in neuroinflammatory processes, thus forming a vicious circle following hypoperfusion (Magami et al., 2019). The bilateral carotid artery stenosis (BCAS) mouse model has been evaluated as one of the most germane rodent models of cerebral hypoperfusion (Gao et al., 2019). Neuropathological changes of CCH presenting with white matter lesions (bilateral 0.18 mm BCAS, including demyelination and inflammation), and gray matter damage due to deeper cerebral hypoperfusion (BCAS using 0.16/0.18 mm microcoils) (Miki et al., 2009; Washida et al., 2019). And cortical lesions are considered to be the key pathological changes associated with deeper cerebral hypoperfusion (Miki et al., 2009).

Of note, the underlying cellular and molecular mechanisms of cortex damage and glial activation are largely unknown after hypoperfusion. Research on significant genes and molecular pathways involved in CCH will help uncover potential mechanisms and provide new therapeutic targets. RNA sequencing (RNA-seq), a promising strategy to identify specific changes with unbiased profiling in the transcriptome, has the ability to detect large-scale gene expressions, to measure a greater number of gene transcripts, and to examine differences in sequence (Liu et al., 2021).

Here, we successfully established the 0.16/0.18 mm BCAS-hypoperfusion model with cortical lesions based on prior studies (Miki et al., 2009). Microglia manifested a state of neuroinflammatory activation in the cerebral cortex in BCAS mice. RNA-seq was used to further elucidate the cortex-specific gene-expression profiles after hypoperfusion, followed by qRT-PCR and immunohistochemistry (IHC) validation. We aimed to investigate the cortex-specific transcriptional changes in order to improve our understanding of the molecular mechanisms of the neuroimmune response to chronic cerebral ischemia injury.

## Materials and methods

### Animal experimental design

The animal experiments in this study were in compliance with the ARRIVE guidelines (Kilkenny et al., 2011). Adult male C57BL/6 J mice (10–11 weeks, weight 23 g–27 g) were provided by Beijing Vital River Laboratory Animal Technology. Mice were given access to food and water *ad libitum*, and housed under SPF conditions in IVC cages. After one-week acclimation, the mice were divided into 2 groups by random number method: the BCAS group and the sham group. The experimental unit was single mouse. A total of 92 mice were used in this study, 15 mice failed to survive the BCAS operation. The remaining 77 mice were used for the entire experiment. Total 18 mice were used in the Morris water maze test and 4-week pathological staining (group sham, *n* = 10; group BCAS, *n* = 8), 22 mice in the cerebral blood flow measurement (group sham, *n* = 10; group BCAS, *n* = 12), 15 mice in the 3-week pathological staining (group sham, *n* = 7; group BCAS, *n* = 8), 8 mice in the RNA-seq (group sham, *n* = 4; group BCAS, *n* = 4), and 14 mice in the qRT-PCR experiment (group sham, *n* = 7; group BCAS, *n* = 7).

### Bilateral carotid artery stenosis procedure

BCAS surgery was performed as described with minor modification (Shibata et al., 2004; Miki et al., 2009). Briefly, the mice were anesthetized with 2% isoflurane delivered in medical oxygen by a facemask. Then both common carotid arteries (CCAs) were exposed and isolated from the vagus nerves. Microcoils, inner diameter of 0.16 mm and 0.18 mm (Anruike Biotechnology, Xi’an, China), were applied to the surgical procedure. The 0.16 mm microcoil was wrapped around the right CCA, as described elsewhere (Zhou et al., 2022). After one hour, the 0.18 mm microcoil was twined around the left CCA. Sham-treated animals were exposed to identical procedures with the exception that microcoils were not placed around the arteries.

### Laser speckle contrast imaging

Real-time two-dimensional cerebral blood flow (CBF) was measured using laser speckle flowmetry (LSF, RFLSI III, RWD, China) in sham and BCAS mice 4 weeks postoperation as previously reported (Li C et al., 2022). Briefly, the mice were anesthetized and placed in a prone position. The skull was exposed by an incision of the skin along the midline of the scalp. Then, the LSF was elevated to an appropriate height above the skull surface. And a whole-brain scan was performed using the LSF. To assess CBF changes, regions of interest (ROIs) were manually selected and the data were analyzed using LSCI_V 1.0.0 software (RWD, China). Body temperature was maintained throughout the experiment.

### Morris Water Maze test

Cognitive function was determined using the water maze test as previously described with some modifications (Ma et al., 2013). Mice were first subjected to the positioning and navigation test for five consecutive days and four trials per day after BCAS surgery. The swimming speed and escape latency (water maze-learning) were recorded. The probe test (water maze-memory) was conducted in the absence of the platform with a cut-off time of 120 s on the sixth day. The first latency to the platform, time spent in quadrant, frequency of crossing the platform area and track plots were collected. Data were analyzed using the Ethovision XT 15 software (Noldus Inc.).

## Tissue preparation

At 3 or 4 weeks post-surgery, mice were anesthetized with 2% isoflurane and decapitated. Brains were removed, post-fixed at 4°C overnight in 4% formaldehyde in PBS and dehydrated in 30% glucose at 4°C till sink. Coronal slices at 50 µm thickness were prepared using a freezing microtome (CM 1900; Leica, Germany).

### Hematoxylin staining

We performed hematoxylin staining using the Solarbio kit (G1120) with minor modification. Because these changes of phenotypes could be captured without cytoplasm staining by eosin (Cao et al., 2018; Liu et al., 2018). For staining process, brain slices were fixed in methanol and stained with hematoxylin. Excess background stain was removed with a quick rinse in 1% HCl in alcohol, followed by treatment with the differentiation buffer. The slides were passed through 70% alcohol and anhydrous alcohol, and mounted with xylene mountant. Images were taken by digital slide scanner (Pannoramic DESK, P-MIDI, 3D HISTECH, Hungary). A whole-brain scan was performed for five brain slices from 7-8 animals in each group. Field of view of the left or right hemisphere was selected. Infarct area was characterized by monocyte or microglial nucleus accumulation, and measured using the CaseViewer 2.4 software. “Draw a closed polygon” of “Annotations” in the CaseViewer software was used to manually define the infarct area. And the software automatically calculated the area values inside the selection. Cerebral infarction area (%) was defined as (infarct area)/(whole-brain area) x100%.

### Immunofluorescence staining

For immunofluorescence staining, free-floating sections were washed in 1 × PBS and incubated with a blocking buffer [1% Triton X-100 in PBS containing 5% normal goat serum (Thermo, 16210064)] for 1 h. Sections were treated with primary antibodies against Iba-1 (Abcam, ab178846), NeuN (Sigma, MAB377A5), Iba-1 (Abcam, ab5076) and CD68 (Abcam, ab283654) in blocking solution at 4°C overnight. These brain sections were then incubated with secondary antibodies [(Goat anti rabbit Alexa Fluor 647, Jackson, 111–605–003), (Donkey anti rabbit Alexa Fluor 488, Invitrogen, A-21206), (Donkey anti goat Alexa Fluor 594, Jackson, 705–585–003)] for 1 h, followed by DAPI (Thermo, 62,248, 1:10,000 dilution) counterstaining for 15 min. NC means negative control without the primary antibody. Background staining is that of the secondary antibody alone. Sections were scanned with an Olympus slide scanner (VS120-L100). High resolution images were captured from the confocal microscopy (AIR-MP, Nikon). Images were processed using the ImageJ software. Five brain slices were chosen for each animal, and a whole-brain scan was observed in each section. Field of view of the left or right hemisphere was selected. Activate microglia was characterized by stronger fluorescence intensity when compared to rest microglia (Lim et al., 2018). As previously reported, for the assessment of activated microglia cells, areas with positive signal were manually outlined (“Measures a freehand polygon” of “Freehand Polygon” in the OlyVIA software), and a measure of the area of coverage by positive signal (percent of the total area) was noted for each region (Ivanova et al., 2020). The area values were automatically calculated by the software. The relative activation area (%) was defined as (activation area)/(whole-brain area) x100%.

### Immunohistochemistry staining

Immunohistochemistry (IHC) was performed with frozen sections. The slides were stained with IFITM3 (11714-1-AP, Proteintech) primary antibody, followed by incubation with HRP-conjugated anti-rabbit antibody (RC0080R, Record Biology). Then sections were developed using DAB Peroxidase Substrate. Stained slides were counter-stained with hematoxylin and cover-slipped for review. In the negative control (NC) group, the primary antibody was not added and the rest of steps were kept the same. Image acquisition was performed on the Olympus Slideview VS200 at 20-fold magnification. The color of DAB staining was brown, while the color of hematoxylin was violet and the colors could be distinguished in the microscope. The taken images were processed with the OlyVIA (Olympus) software.

### RNA extraction, quantification and qualification

Total RNA of each sample was extracted from the right cerebral cortex according to the instruction manual of the TRIzol Reagent (Life technologies, California, United States). RNA concentration and purity was measured using NanoDrop 2000 (Thermo Fisher Scientific, Wilmington, DE).

### RNA-seq library construction

For RNA sample preparations, a total amount of 1 μg RNA per sample was used as the input material (*n* = 1 mouse/sample). Sequencing libraries were generated using NEBNext UltraTM RNA Library Prep Kit for Illumina (NEB, United States) following manufacturer’s recommendations. Briefly, mRNA was purified from total RNA, followed by fragmentation, first-strand and second-strand synthesis. cDNA then went through end-repair, A-addition, strand-specific ligation, and PCR amplification. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2,100 system.

### RNA sequencing and data analysis

150 bp nucleotides were used for the paired-end sequencing on an Illumina NovaSeq 6,000. Raw data were first evaluated by FastQC for quality control (Sequencing depth and the quality control summary of RNA-seq data are presented in Supplementary Table S1, Supplementary Material S11). Adapter sequences, low-quality reads, and too short reads were removed with Trim-galore to obtain clean data. Next, sequencing reads were aligned to annotated RefSeq genes in the mouse reference genome (UCSC mm 10) with HISAT2 (Stephens et al., 2021), and Samtools v1.9 was used to sort and build the alignment file index. Then, gene counts were generated using the FeatureCounts v1.6.3. And raw transcript counts were normalized, log_2_ transformed, and analyzed using limma to identify genes that were differentially regulated. Gene set enrichment analysis (GSEA) for “Biological Process (BP)” was performed with the GSEA software (version 3.0) from the Broad Institute. We used FDR < 0.05 and |Log2FC| > 1 to define differentially expressed genes (DEGs) between sham and BCAS mice. We further performed ingenuity pathway analysis (IPA) to predict potential upstream regulators and canonical pathways of DEGs.

### Quantitative real-time PCR (qRT-PCR)

Total RNA was first reverse transcribed using Evo M-MLV RT Kit (AG11711, Accurate Biology), and qRT-PCR (Thermofisher, Applied Biosystems QuantStudio5) was then performed using SYBR^®^ Green Premix qPCR Kit (AG11718, Accurate Biology). The primer sequences were listed in Supplementary Material S12. Data were normalized to GAPDH as a reference gene. Relative expression values were calculated using the 2^−ΔΔCT^ method.

### Statistical analysis

All experiments and data analysis were conducted under investigator-blinded conditions. Statistical analyses were performed using Prism v8 for Windows (GraphPad Software). All data were expressed as mean ± SEM. Data were analyzed using paired *t*-test for comparisons of 0.18 mm side and 0.16 mm side in BCAS group samples (two-tailed). When comparisons were made between sham and BCAS groups, an unpaired *t*-test was performed (two-tailed). Significance level was set as *p* < 0.05. *p < 0.05, **p < 0.01, ***p < 0.001.

## Results

### Cerebral blood flow and behavioral alterations after deeper cerebral hypoperfusion

CBF changes could be monitored by using LSF. Consistent with the previous studies, we found that there was a significant reduction of CBF on the left and right side of brain at the fourth week after BCAS (Figures 1B–E). And the 0.16 mm stenosis led to an approximate 31% decrease in average CBF compared to the right hemisphere of sham mice. In order to evaluate changes in spatial cognitive function after prolonged hypoperfusion in the current BCAS model, we first conducted Morris Water Maze test in the two groups. Results suggested that the BCAS model did not induce motor dysfunction as evidenced by no difference in swimming speed between these two groups of mice either in learning phase or in memory phase (Supplementary Material S1; Figure 1F). In addition, BCAS mice showed impaired spatial learning ability compared with sham mice postoperation (Supplementary Material S1). Furthermore, compared with sham group, the BCAS group spent significantly less time in the target quadrant, accompanied by a reduction in the number of crossing the platform in the probe trial (Figures 1F, G), indicating spatial cognitive deficits post deeper cerebral hypoperfusion.

**FIGURE 1:**
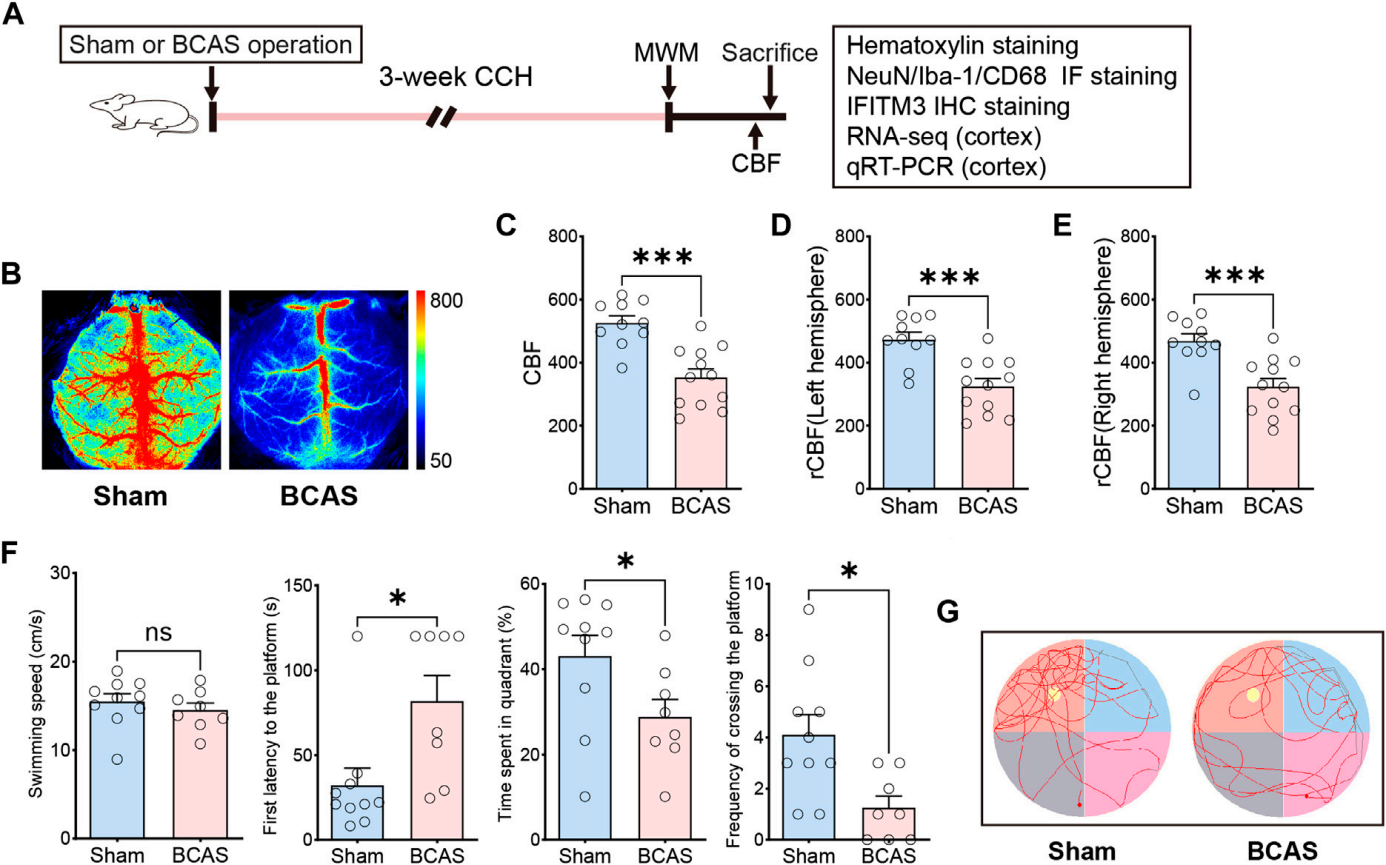
Changes of CBF and behavioral phenotype after severe cerebral hypoperfusion. **(A)** Flow chart of the experiment. BCAS, bilateral carotid artery stenosis. CCH, chronic cerebral hypoperfusion. MWM, Morris water maze test. Rcbf, regional cerebral blood flow. IF, Immunofluorescence staining. IHC, Immunohistochemistry staining. **(B)** Representative laser speckle contrast image on sham and BCAS group at 4 weeks postoperation. Bar plots for whole brain **(C)** left hemi-sphere **(D)**, right hemisphere **(E)** of CBF in sham and BCAS mice (n = 10–12 mice per group). **(F)** Average swimming speed, first latency to the platform, time spent in quadrant (%) and frequency of crossing the platform area of sham and BCAS mice in MWM probe test (n = 8–10 mice per group). **(G)** Representative track plots of sham and BCAS mice in MWM probe test. Data are expressed as mean ± SEM. Unpaired t test (two-tailed), *p < 0.05, **p < 0.01. ***p < 0.001 versus sham.

### Histological changes in different sections following deeper cerebral hypoperfusion

Previous research has shown that intensity of CCH determines white/gray matter injury in mice. We evaluated the histological changes in different sections by Hematoxylin staining after BCAS- hypoperfusion (Figure 2; Supplementary Materials S2, S3). On the side of 0.16 mm stenosis, the entire hemisphere was atrophied, and the cortex was thinned (Figure 2A). Significant neuronal loss was seen in the cortex and CA1 region of the hippocampus (Figure 2B; Supplementary Material S2) on the 0.16 mm side. In addition, we analyzed the percent infarct size of the 0.18 mm side and 0.16 mm side of the BCAS group for five sections. The mean percent infarct size in each section was also compared. Results showed the infarct was obvious on the 0.16 mm side, the difference was statistically significant (Figure 2C). And the 0.16 mm microcoil resulted in an approximate 10.5% increase in average percent of infarct area per section compared to the 0.18 mm stenosis side. Thus, the BCAS-hypoperfusion induced obvious histological injury on the 0.16 mm stenosis side. Our results are consistent with previous reports, and for the first time, we have performed consecutive coronal brain sections to provide a comprehensive basis for studying neuropathological changes in deeper cerebral hypoperfusion.

**FIGURE 2:**
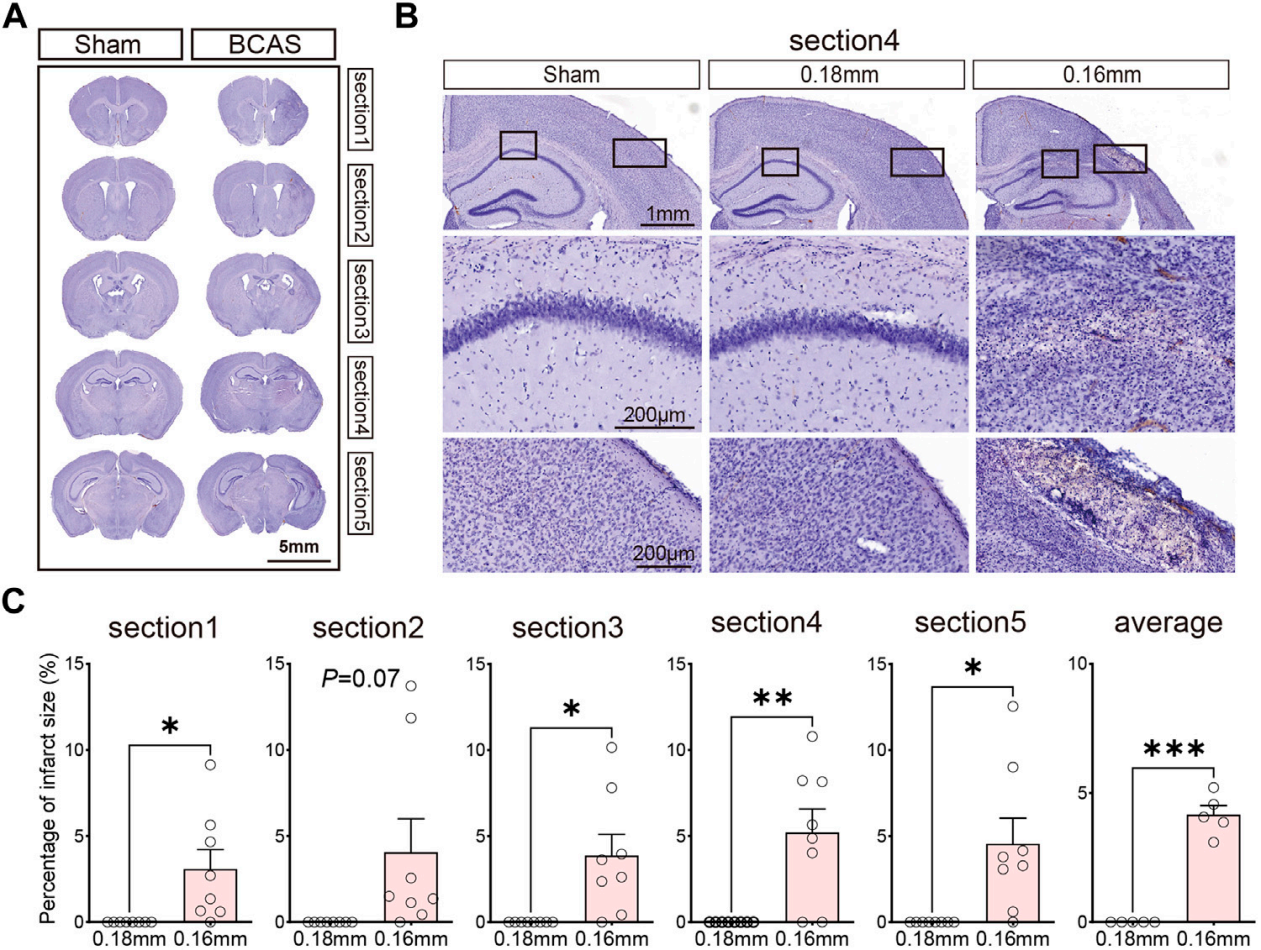
**(A)** Hematoxylin-stained consecutive coronal slices to detect brain injury after 3 weeks cerebral hypoperfusion. **(B)** Representative images depicting the morphology changes of cortex and hippocampus. **(C)** Bar plots for percentage of infarct area of each section in BCAS mice. Average, each point represents the mean value of per section of 8 mice. Data are expressed as mean ± SEM. Paired t test (two-tailed), *p < 0.05, **p < 0.01. ***p < 0.001 versus 0.18 mm side, n = 7–8 mice for each group.

### Cortical lesions involving microglial activation and neuronal loss following deeper cerebral hypoperfusion

We next examined microglial activation after BCAS-hypoperfusion, as microglial activation is a key element in initiating and perpetuating inflammatory responses to ischemia. We detected the Iba-1 (the microglia marker) labeled sections by IF staining in the 0.16/0.18 mm BCAS model. General presentation of microglial activation can be seen in Figure 3A. Hyperactivation of microglia occurred mostly in areas of neuronal injury, including the striatum, cerebral cortex and DG region of the hippocampus on the 0.16 mm side (Figure 3B; Supplementary Material S4). Also, we analyzed the percentage of microglial activation area of the 0.18 mm side and 0.16 mm side of the BCAS group for five sections. The mean percent activation area of each section was also compared. Results showed that microglial activation was obvious on the 0.16 mm side, and the difference was statistically significant (Figure 3C). Then, CD68/Iba1 double-staining was performed to further investigate the activated microglia after BCAS-hypoperfusion. We found that part of microglia/macrophage showed high expression on the 0.16 mm stenosis side of BCAS mice, instead of sham group or 0.18 mm side (Supplementary Material S5). The results suggested that some of activated microglia/macrophage displayed phagocytosis phenotypes after BCAS-hypoperfusion, which was consistent with the previous study.

**FIGURE 3:**
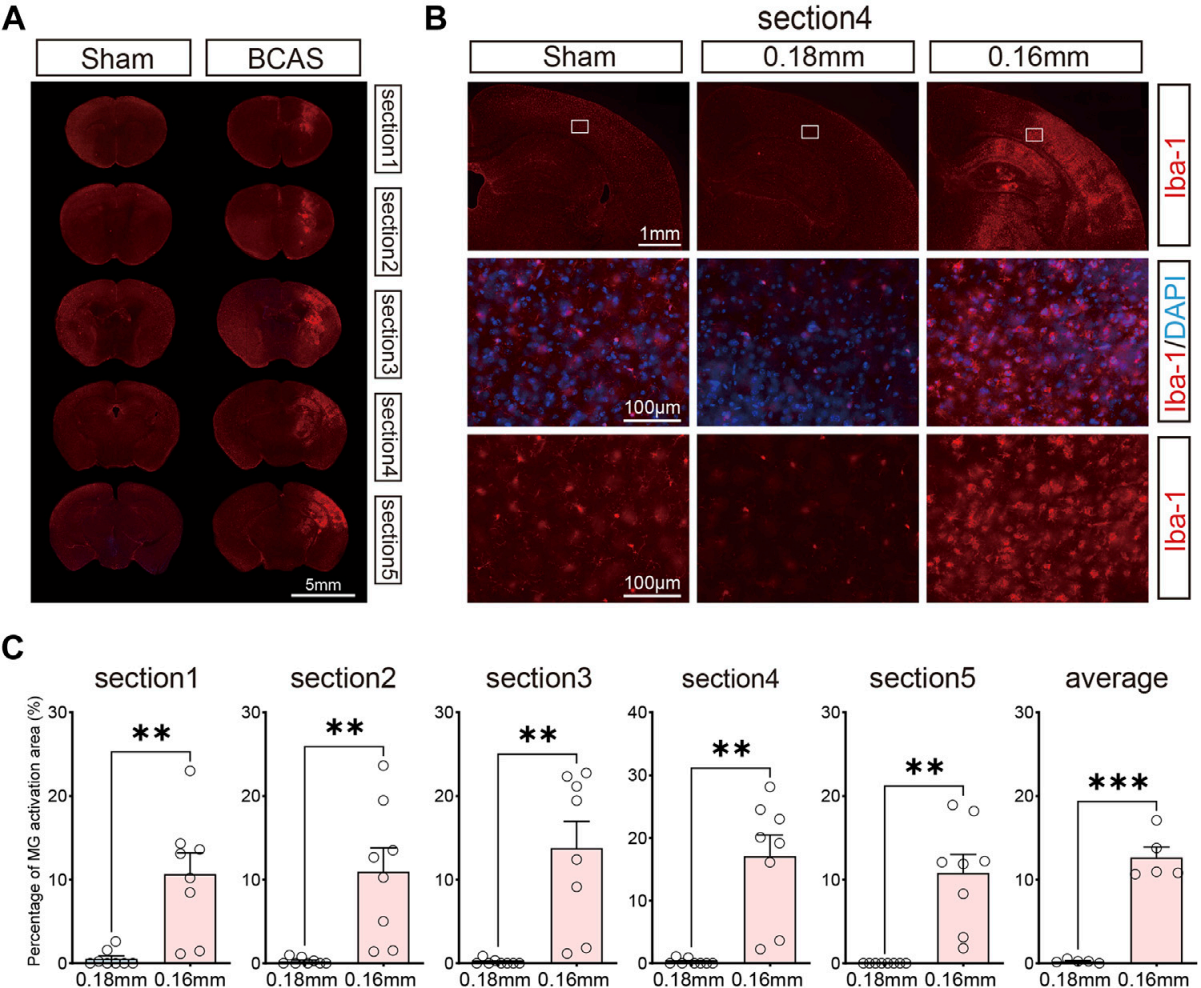
Activation of microglia due to deeper cerebral hypoperfusion. **(A)** Consecutive coronal brain sections labeled with Iba-1 3 weeks post BCAS operation. **(B)** Representative pictures of Iba-1 labeled sections revealing obvious microglial activation of cerebral cortex. **(C)** Bar plots for percent of microglial activatin area of each section in BCAS mice. Average, each point represents the mean value of per section of 8 mice. MG, microglia. Paired t test (two-tailed), **p < 0.01. ***p < 0.001 versus 0.18 mm side, n = 7–8 mice for each group.

Cortical lesions presented random distribution after BCAS-hypoperfusion. We then took the cortex as region of interest and used laser confocal scanning for further investigation. Colocalization of Iba-1 and NeuN (the neuron marker) revealed that the activated microglia lost most of the normal morphology and became amoeboid-like phenotype with the typical characteristics of phagocytosis around the areas of neuronal loss (Figures 4A–C).

**FIGURE 4:**
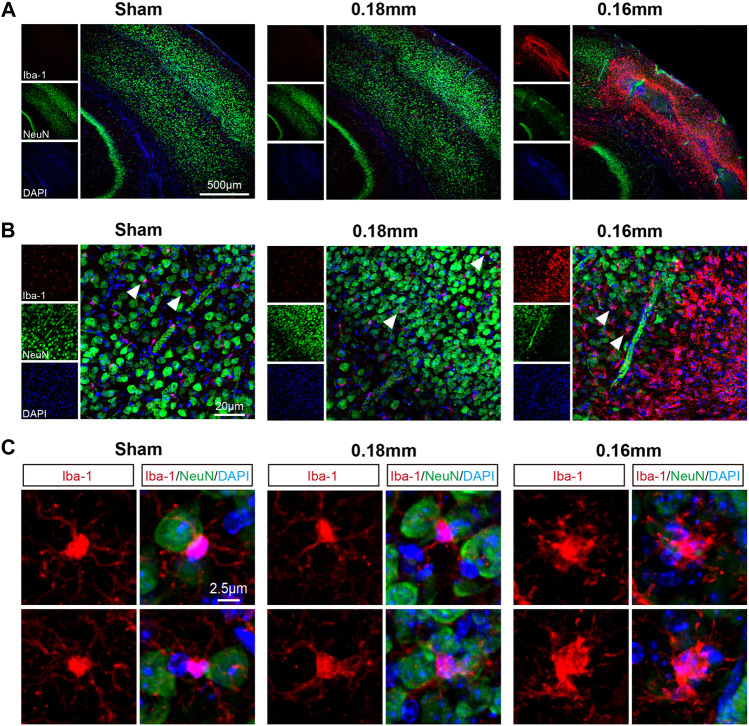
Microglial activation is accompanied by neuronal loss in the cerebral cortex following chronic hypoperfusion. **(A)** Representative confocal images labeles with Iba-1/NeuN. **(B–C)** Higher resolution of representative images showed that the activated microglia lost most normal morphology and became amoeboid-like phenotype with the typical characteristics of phagocytosis around the areas of neuron loss.

### Cortex-specific transcriptional analysis for up- and downregulation pathways after deeper cerebral hypoperfusion

Here, we focused on cortex-specific transcriptional changes on the 0.16 mm stenosis side post BCAS-hypoperfusion. We analyzed cortex-specific RNA-seq data for 4 biological replicates by limma at 3 weeks post-surgery. 

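The right cerebral cortex of 4 sham mice and 4 BCAS mice, 1 mouse per library, was sequenced 3 weeks after surgery. In bilateral carotid artery stenosis (BCAS), a microcoil is wrapped around each common carotid artery, which lowers the blood flow to the brain, and sham mice undergo the same surgery without the coils. The authors trimmed the paired reads, aligned them to the mm10 mouse genome with HISAT2 and counted the read pairs on the exons of each gene with featureCounts. They deposited these counts without normalization for 54752 genes. The record kept with the counts names featureCounts 2.0.1 and GENCODE vM20, whereas the methods name another featureCounts release and RefSeq genes. Coordinates are those of GENCODE vM20 on mm10. The recorded call counted pairs without regard to strand and had no option for reads that fall on more than 1 gene. A gene that shares exon bases with another gene or has close relatives elsewhere in the genome is therefore measured less surely.

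The total counts were 18564612, 16759364, 17581122 and 17001054 in sham mice 1 to 4 and 21794435, 19251700, 18236550 and 17498316 in BCAS mice 1 to 4. Supplementary Table S1 of the paper lists 19451479 to 25679858 trimmed read pairs per library, of which 84.9% to 86.2% were counted on genes. Kif5a took the largest share of the counts in the 4 sham libraries and in BCAS mouse 2, at 0.367% to 0.483%, and Apoe in BCAS mice 1, 3 and 4, at 0.773% to 1.48%. Counts were divided by the library size in units of 1000000 counts (CPM). A count of 0 in the smallest library allows up to 0.179 CPM, the value of 3 counts there, and this limit covers counting error only. The library sizes were first scaled by edgeR's TMM method, with factors between 0.949 and 1.05. In all, 17136 genes with enough counts in at least 4 libraries were tested with edgeR's quasi-likelihood test. The p-values were adjusted by the Benjamini-Hochberg method, and the paper's thresholds were used, which are an adjusted p under 0.05 and an absolute log2 fold change above 1. Expression is given as mean CPM ± SD over 4 mice. The groups of 4 mice can be arranged in 70 ways, so an exact two-sided permutation test of a single value cannot give a p under 0.0286.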

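In the principal component analysis of log2 CPM over 17136 genes, each scaled to unit variance, PC1 held 55.7% of the variance and PC2 held 12.2%. The sham mice lay close together on PC1, at -83.9, -78.2, -72.6 and -73.7, with a mean of -77.1 ± 5.1 (SD, n = 4). The BCAS mice lay at 177.8, -17.7, 75.1 and 73.3 for mice 1 to 4, with a mean of 77.1 ± 79.9 (SD, n = 4). All 4 BCAS mice were thus on the same side of the sham mice, and the difference in means was as large as the design allows (exact two-sided permutation test, p = 0.0286). The spread between the BCAS mice was 15.6 times that between the sham mice. Root-mean-square differences in log2 CPM were 0.425 to 0.519 between pairs of sham mice, 0.449 to 0.932 between pairs of BCAS mice and 0.617 to 1.34 between a sham and a BCAS mouse. Restricting the analysis to the 500 most variable genes, unscaled, raised the share of PC1 most, to 92.8%.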

Principal component analysis (PCA) revealed a clear separation between the BCAS and sham mice (Figure 5A), indicating a unique transcriptome signature of cortex after hypoperfusion. The GSEA does not set a difference threshold and is able to detect weak but consistent trends. 

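The GO terms used for the GSEA were not analysed here. Instead, fixed lists of genes and the mouse Reactome pathways were tested with camera, which asks whether the genes of a list change more than the other tested genes. A list of 37 interferon-stimulated genes had a median log2 fold change of 3.26, with quartiles of 2.31 and 4.10 (camera, adjusted p = 2.45e-31). Of these genes, 35 were upregulated past both thresholds, and 35 had an adjusted p under 0.05 when adjusted over the list alone. The exceptions were Cmpk2 and Herc6, with log2 fold changes of 0.33 and 0.32. The mean log2 expression of the list rose by 4.06, 1.98, 3.19 and 2.88 in BCAS mice 1 to 4 above the sham mean, whereas the sham mice had an SD of 0.13 around it (exact two-sided permutation test, p = 0.0286). For 22 genes induced by interferon-gamma, the median log2 fold change was 2.56 (camera, adjusted p = 2.36e-13), with 21 upregulated and 22 when adjusted over the list alone. With each mouse left out in turn, these medians stayed between 2.67 and 3.57 and between 2.17 and 2.87. Both lists kept an adjusted p under 0.05 under fry (0.00964 and 0.0196), but not under camera with a correlation between genes estimated from the 8 libraries (0.205 and 0.263), where none of the 22 lists did.

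Of 882 Reactome pathways tested, 167 were higher and 51 lower in BCAS mice at an adjusted p under 0.05. Other ways of splitting the 8 libraries gave up to 244 pathways. Those with as many as the real split kept 3 mice of each group together, so they still held part of the difference. Splits with 2 BCAS mice on each side still gave up to 167 pathways. Interferon gamma signaling ranked first among the higher pathways, with a median log2 fold change of 2.14 over 75 genes, 49 of them differentially expressed (camera, adjusted p = 2.90e-17). Interferon Signaling ranked 4, with a median of 1.45 over 104 genes (camera, adjusted p = 3.41e-14), and Interferon alpha beta signaling ranked 45, with a median of 1.10 over 12 genes (camera, adjusted p = 5.72e-06). Innate Immune System had a median of only 0.13 over 440 genes, of which 129 were differentially expressed (camera, adjusted p = 0.000194).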

GSEA analysis showed multiple extremely important upregulated pathways (BCAS vs. Sham) associated with interferon (IFN)-mediated biological processes. 

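Ifi204 (ENSMUSG00000073489.6, chromosome 1, 173747293 to 173766943) had 0.587 ± 0.120 CPM in sham mice and 31.0 ± 21.5 CPM in BCAS mice, a log2 fold change of 5.70 (standard error 0.60, adjusted p = 0.00146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were 12, 7, 12 and 9 in sham mice 1 to 4 and 1374, 193, 584 and 405 in BCAS mice 1 to 4. Gbp2 (ENSMUSG00000028270.12, chromosome 3, 142620602 to 142638008) rose from 4.88 ± 0.757 CPM to 33.1 ± 22.2 CPM, a log2 fold change of 2.77 (standard error 0.48, adjusted p = 0.00535 from edgeR's test). Ifi209 (ENSMUSG00000043263.13, chromosome 1, 173630917 to 173647928) had 2, 7, 10 and 2 counts in the sham mice and 935, 78, 346 and 208 in the BCAS mice, with a log2 fold change of 5.89 (standard error 0.84, adjusted p = 0.00280 from edgeR's test). Ifi204 and Ifi209 are related genes that lie within the same stretch of chromosome 1, so any sequence they share makes both less surely measured. For Tlr2 (ENSMUSG00000027995.10, chromosome 3, 83836272 to 83841767), expression was 1.47 ± 0.417 CPM in sham mice and 65.6 ± 37.0 CPM in BCAS mice, and the log2 fold change was 5.48 (standard error 0.50, adjusted p = 0.00146 from edgeR's test).

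The changes of 3 further genes were smaller. Igtp (ENSMUSG00000078853.8, chromosome 11, 58199556 to 58207591), an interferon-inducible GTPase that the paper writes as Itgp, had a log2 fold change of 1.63 (standard error 0.38, adjusted p = 0.0154 from edgeR's test), and it shares 8.0% of its exon bases with Irgm2 on the same strand. Hmgb2 (ENSMUSG00000054717.7, chromosome 8, 57511907 to 57515999) rose from 5.43 ± 1.09 CPM to 15.3 ± 6.42 CPM (adjusted p = 0.0107 from edgeR's test). Fadd (ENSMUSG00000031077.7, chromosome 7, 144577318 to 144582463) rose from 2.73 ± 0.306 CPM to 6.20 ± 2.39 CPM, a log2 fold change of 1.18 (standard error 0.29, adjusted p = 0.0186 from edgeR's test), and 6.1% of its exon bases overlap Faddos on the opposite strand. Each of these 7 genes was higher in all 4 BCAS mice than in every sham mouse. With each mouse left out in turn, the adjusted p stayed under 0.05 for Ifi204, Gbp2, Ifi209, Tlr2, Igtp and Hmgb2. Fadd lost significance without sham mouse 1, sham mouse 2 or BCAS mouse 3, with an adjusted p of up to 0.0566 from edgeR's test, and its log2 fold change fell to 0.99 without BCAS mouse 1. Il12b (ENSMUSG00000004296.14, chromosome 11, 44400063 to 44414033) did not have enough counts to be tested, with 1, 1, 0 and 1 in sham mice and 25, 1, 24 and 1 in BCAS mice, so that its increase rests on BCAS mice 1 and 3. Its mean in BCAS mice was at least 3.52-fold higher than the level of 3 counts in the sham libraries.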

The top four were “response to interferon-beta (*Ifi204*, *Gbp2*) (Padj: 9.53E-22; NES: 2.41)”, “activation of innate immune response (*Ifi209*, *Tlr2*) (Padj: 4.12E-18; NES: 2.39)”, “positive regulation of innate immune response (*Itgp*, *Il12b*) (Padj: 8.39E-30; NES: 2.37)”, and “positive regulation of response to biotic stimulus (*Hmgb2*, *Fadd*) (Padj: 1.11E-35; NES: 2.37)” (Figures 5B–D; Supplementary Material S6). In addition, consistent with neuronal loss in pathology, GSEA also showed several significantly important downregulated pathways (BCAS vs. Sham) related to neuronal-activity. 

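Among the fixed lists, 14 pan-neuronal genes had a median log2 fold change of -0.70 in BCAS mice, with quartiles of -0.83 and -0.48 (camera, adjusted p = 7.89e-06), and 30 synaptic genes had a median of -0.73 (camera, adjusted p = 2.21e-10). All 14 pan-neuronal genes and 29 of the 30 synaptic genes had negative log2 fold changes. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 7 pan-neuronal and 21 synaptic genes were lower, and 11 and 26 when adjusted over the list alone, but only 1 gene of each list passed the threshold on the fold change. The mean expression of the pan-neuronal genes fell by 1.39, 0.25, 0.61 and 0.65 on the log2 scale in BCAS mice 1 to 4, against an SD of 0.04 between sham mice (exact two-sided permutation test, p = 0.0286). The 16 activity-regulated neuronal genes had a median of -0.76 (camera, adjusted p = 0.00469), but the sham mice themselves differed by more, with list means of -0.83, 0.02, 0.99 and -0.17. The group means of this list were not distinguishable (exact two-sided permutation test, p = 0.3143), fry gave an adjusted p of 0.171, and without sham mouse 3 the median was -0.23 (camera, adjusted p = 0.114). The pan-neuronal and synaptic lists kept an adjusted p under 0.05 under fry (0.0239 and 0.0200). Under a correlation estimated from the libraries, camera gave an adjusted p of 0.316 for the pan-neuronal and 0.287 for the synaptic list.

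The 5 lower Reactome pathways with the smallest p were Voltage gated Potassium channels, Neuronal System, Transmission across Chemical Synapses, the respiratory electron transport and ATP synthesis pathway, and Potassium Channels. Their median log2 fold changes were -0.67, -0.50, -0.44, -0.27 and -0.53, with adjusted p-values of 4.04e-09, 1.77e-08, 2.20e-06, 4.06e-06 and 5.72e-06 from camera. Neurotransmitter Release Cycle had a median of -0.40 over 43 genes and ranked 29 (camera, adjusted p = 0.00461).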

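Npas4 (ENSMUSG00000045903.8, chromosome 19, 4984355 to 4989971), an activity-dependent transcription factor, had 40.6 ± 12.1 CPM in sham mice and 13.6 ± 9.61 CPM in BCAS mice, a log2 fold change of -1.58 (standard error 0.47, adjusted p = 0.0336 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BCAS mouse 2 overlapped the sham mice, with 526 counts against 410 in sham mouse 1, and Npas4 lost significance when sham mouse 2, 3 or 4 or BCAS mouse 3 or 4 was left out, with an adjusted p of up to 0.0861 from edgeR's test. Grin1 (ENSMUSG00000026959.13, chromosome 2, 25291181 to 25319187) was lower by less than the threshold on the fold change, with a log2 fold change of -0.85 (standard error 0.20, adjusted p = 0.0163 from edgeR's test), and lost significance without sham mouse 1 (adjusted p = 0.0527 from edgeR's test). Antisense transcripts of Grin1os cover 13.5% of its exon bases. Nptx1 (ENSMUSG00000025582.4, chromosome 11, 119538719 to 119547753) fell from 441 ± 31.6 CPM to 265 ± 107 CPM, and its log2 fold change of -0.73 (standard error 0.27) did not pass the adjusted threshold (adjusted p = 0.0614 from edgeR's test). Nptx2 (ENSMUSG00000059991.7, chromosome 5, 144545902 to 144557478) fell from 63.8 ± 7.27 CPM to 30.0 ± 10.4 CPM, a log2 fold change of -1.09 (standard error 0.23, adjusted p = 0.0108 from edgeR's test).

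Rgs4 (ENSMUSG00000038530.11, chromosome 1, 169741477 to 169747642) had a log2 fold change of -1.13 (standard error 0.27, adjusted p = 0.0157 from edgeR's test), which rose to 0.0506 without sham mouse 1. Stx1a (ENSMUSG00000007207.10, chromosome 5, 135023482 to 135051100) had a log2 fold change of -0.99 (standard error 0.27, adjusted p = 0.0258 from edgeR's test), just short of the threshold on the fold change, and passed both thresholds under 8 of 20 alternative fits. Nrn1 (ENSMUSG00000039114.16, chromosome 13, 36725361 to 36735131), with 22.3% of its exon bases covered by Fars2 on the opposite strand, changed by -1.18 (standard error 0.31, adjusted p = 0.0231 from edgeR's test) and lost significance without sham mouse 1, 2 or 3 or BCAS mouse 4. Chrnb3 (ENSMUSG00000031492.13, chromosome 8, 27368711 to 27399730) had the largest decrease of these genes, from 3.40 ± 1.30 CPM to 0.643 ± 0.313 CPM, a log2 fold change of -2.41 (standard error 0.46, adjusted p = 0.00734 from edgeR's test), but with only 4, 16, 15 and 14 counts in BCAS mice 1 to 4. Without BCAS mouse 1, the log2 fold changes of Nptx2, Rgs4 and Nrn1 shrank to -0.89, -0.91 and -0.92.

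**Figure D1:**
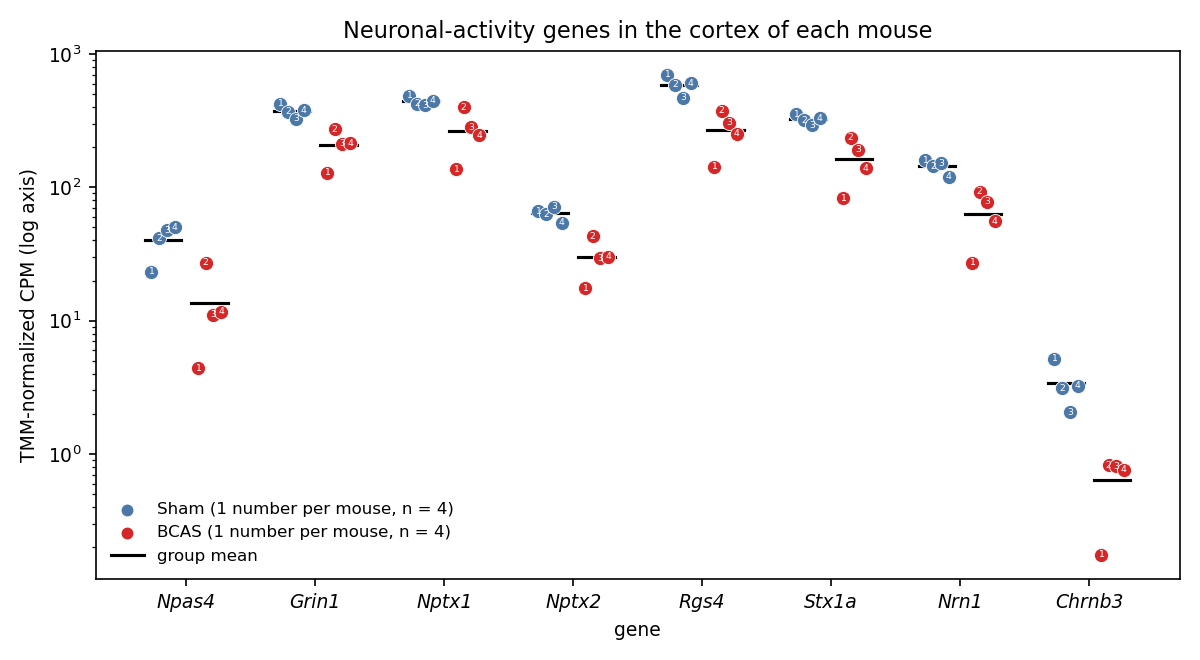
TMM-normalized CPM of Npas4, Grin1, Nptx1, Nptx2, Rgs4, Stx1a, Nrn1 and Chrnb3 on a logarithmic axis, with 1 numbered point per mouse (sham mice 1 to 4 in blue, BCAS mice 1 to 4 in red) and a line at the mean of each group of 4. BCAS mouse 1 is the lowest point of every gene, and BCAS mouse 2 is the highest of the 4 BCAS mice.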

The top four were “regulation of postsynaptic membrane potential (*Npas4*, *Grin1*) (Padj: 3.00E-15; NES: −2.92)”, “protein localization to synapse (*Nptx1*, *Nptx2*) (Padj: 6.26E-14; NES: −2.87)”, “chemical synaptic transmission, postsynaptic (*Rgs4*, *Stx1a*) (Padj: 1.42E-12; NES: −2.85)”, and “synaptic vesicle exocytosis (*Nrn1*, *Chrnb3*) (Padj: 5.06E-15; NES: −2.80)” (Figures 5E, F; Supplementary Material S6). Also, the data analyzed by the “DESeq2 package” were shown in Supplementary Materials S7–S9. 

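On the deposited counts, DESeq2 called 2218 genes differentially expressed at the same thresholds, 1948 higher and 270 lower in BCAS mice, and DESeq2 gave no adjusted p for 8 genes. With limma-voom, 1924 genes were called, 1629 higher and 295 lower, and limma on log2(CPM + 1) called 1583, 1438 higher and 145 lower. All 2097 genes called by edgeR's quasi-likelihood test were also called by DESeq2, 1832 by limma-voom and 1548 by limma on log2(CPM + 1). None of these shared calls had opposite directions. The part of Supplementary Table S2 used here lists 1998 of the paper's genes from limma and 1999 from DESeq2, and leaves out 146 and 555 genes with the largest log2 fold changes. With the genes left out, the paper's DESeq2 list is longer than the 2218 genes called here. Its limma list is likewise longer than the 1924 and 1583 called here. The cause of these gaps was not tested. Of the genes chosen for naming, 55 with a limma value there and 46 with a DESeq2 value all had the same sign as the log2 fold change from edgeR's test. The median absolute difference was 0.17 from the paper's limma values and 0.0041 from the paper's DESeq2 values.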

Notably, similar results were obtained by the two methods. Together, our data suggested that transcriptional activation of IFN-regulated genes (IRGs) and transcriptional repression of genes in neuronal-activity pathway after deeper chronic hypoperfusion.

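Of the 22 lists, 17 had an adjusted p under 0.05 from camera. In each of these 17, BCAS mouse 1 changed most and BCAS mouse 2 least of the 4 BCAS mice. The medians of the interferon-stimulated, pan-neuronal and synaptic lists kept their sign in each of the 8 fits that left out 1 mouse. Their camera adjusted p also stayed under 0.05 in these fits. However, camera called these lists in 29, 25 and 27 of the 35 splits of the libraries, the real one included. Its p alone therefore does not set the real grouping apart. From the upregulated interferon pathways and the downregulated neuronal-activity pathways, which it relates to neuronal loss in pathology, the paper proposes that genes regulated by interferon are transcriptionally activated and genes of neuronal activity repressed after deeper hypoperfusion.

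**Figure D2:**
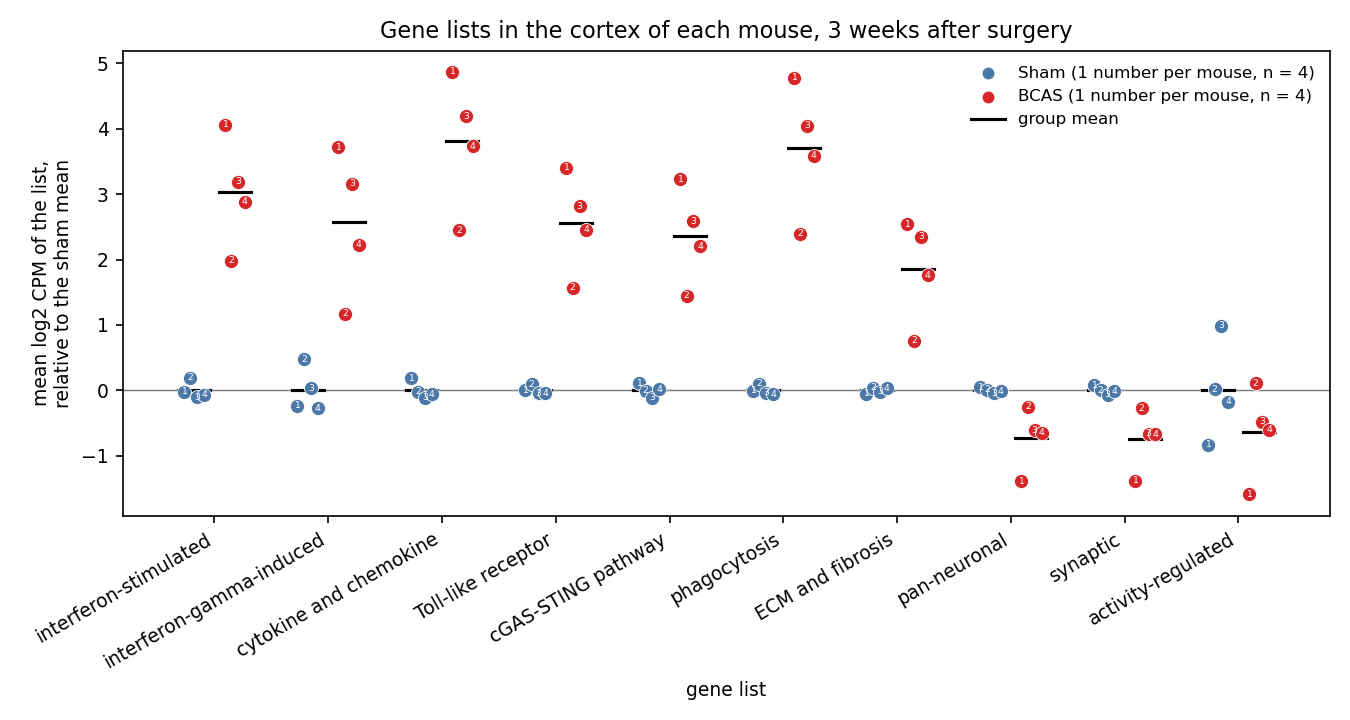
Mean log2 CPM of the genes of 10 fixed lists in each mouse, relative to the mean of the 4 sham mice, with 1 numbered point per mouse (sham in blue, BCAS in red) and a line at each group mean. In the 7 lists on the left all 4 BCAS mice lie above all sham mice, in the pan-neuronal and synaptic lists all 4 lie below them, and in the activity-regulated list the groups overlap.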

**FIGURE 5:**
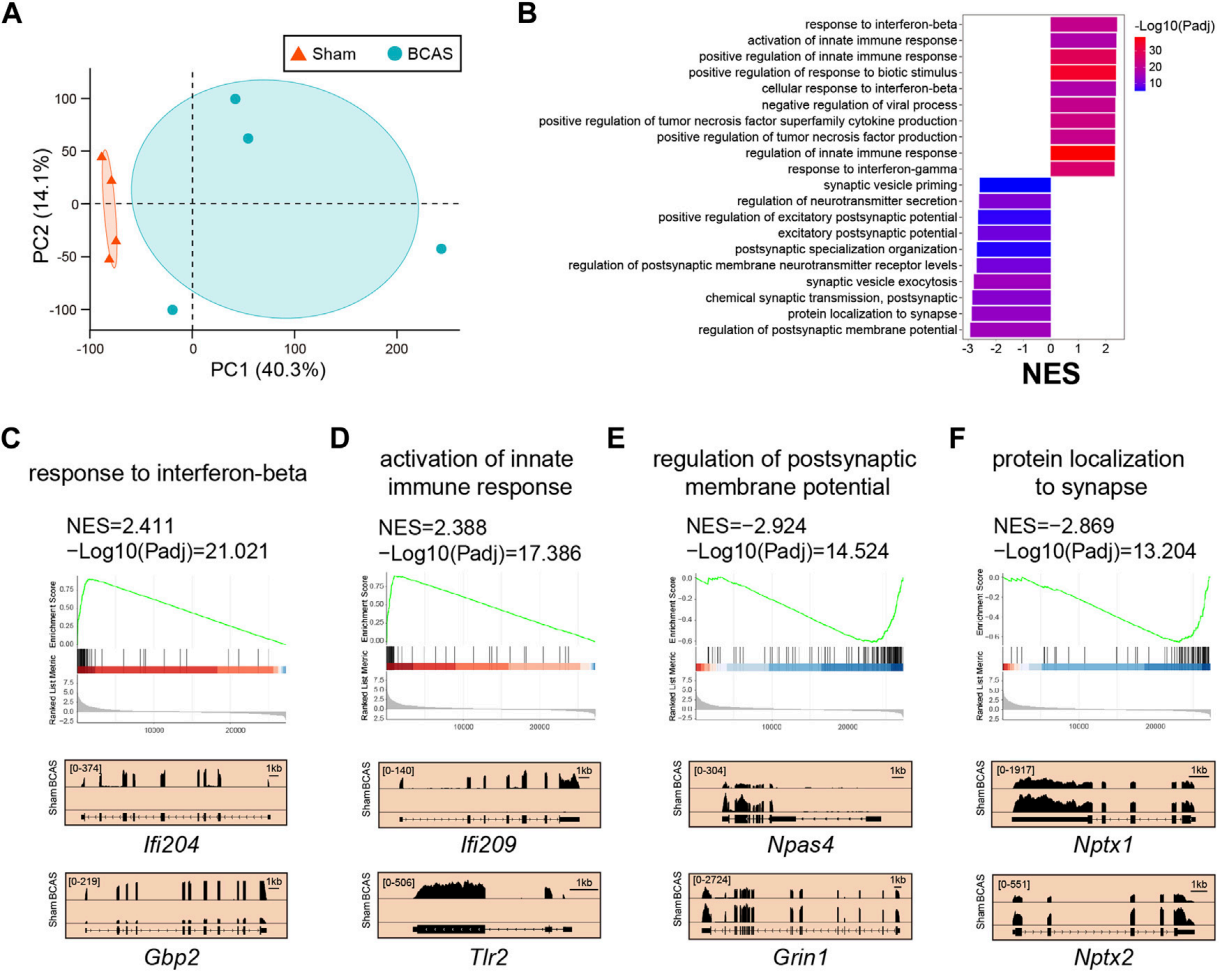
Cortex-specific pathway analysis of trascriptome changes by limma after BCAS-hypoperfusion. **(A)** PCA plot of cortex-specific RNA-seq obtained from sham and BCAS mice. N = 4 for each group. **(B)** Up-regulated and down-regulated functional pathways analyzed by GSEA (BCAS vs. Sham) NES, normalized enrichment score. Notice high enrichment for IFN-beta signaling pathways.. **(C–F)** (Up) Enrichment plots and (Bottom) IGV map tracks for representative genes in the up-regulated and down-regulated pathways. Notice increases of RNA-seq signal for IFN-regulated genes (*IFi204*, *Gbp2*) and activation of innate immune genes (*Ifi209*, *Tlr2*) in BCAS group compared to sham mice, accompanied by decreases of RNA-seq signal for neuronal-activity related genes (*Npas4*, *Grin1*, *Nptx1*, *Nptx2*).

### Ingenuity pathway analysis of DEGs predicted potential upstream regulators and canonical pathways post deeper cerebral hypoperfusion

Here, gene sets with strong alterations were analyzed, followed by a high cutoff setting. 

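At the paper's thresholds, edgeR's quasi-likelihood test called 2097 of 17136 genes. Over all 17136 tested genes, the normalized values of the groups did not overlap in 34.8%, where chance alone gives 2.86% of genes. The count depended most on how the threshold on the fold change was applied. When each gene was tested against a log2 fold change of 1 rather than 0, 744 genes were called, whereas 5490 had an adjusted p under 0.05 without a threshold on the fold change. Leaving out 1 mouse gave between 1644 genes, without BCAS mouse 1, and 2967 genes, without BCAS mouse 2. Of the 2097 genes, 1358 (64.8%) were called in all 8 of these fits. None of the other splits of the 8 libraries into 4 and 4, of which there are 35 with the real one, gave a called gene. Without adjustment, 7920 genes had a p under 0.05 in the real split and at most 5109 in another split. The other splits mix sham and BCAS mice, which widens the spread within their groups. Few calls in them are therefore no measure of chance.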

Compared to sham group, we identified 2,145 DEGs (FDR < 0.05, |Log2FC| > 1) in the cortex following BCAS operation. Of these 2,145 DEGs, 1894 (88.3%) genes were upregulated and 251 (11.7%) genes were downregulated (Figure 6A; Supplementary Table S2). 

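By edgeR's quasi-likelihood test, 1877 of the called genes (89.5%) were higher and 220 (10.5%) were lower in BCAS mice. The share of higher genes stayed between 88.5% and 93.2% under 3 other normalizations. The number of lower genes depended more on single mice. It was 86 without sham mouse 1 and 559 without BCAS mouse 2, and 55 of the 220 (25%) were called in all 8 fits that left out 1 mouse, against 1303 of the 1877 higher genes (69.4%). Without a threshold on the fold change, 3291 genes (59.9%) were higher and 2199 were lower. In all 4 sham mice, 36 of the higher genes had at most 3 counts.

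Among called genes with a mean of at least 100 counts and no overlap between the groups, those with the largest fitted increase were Mmp3, Cst7, Oas3, Clec7a and C3. Mmp3 and Oas3 had at most 3 counts in every sham mouse, so their ranks are unsure. Their lower bounds, 6.74 and 6.05 on the log2 scale, are below the values of Clec7a and C3. Mmp3 (ENSMUSG00000043613.8, chromosome 9, 7445822 to 7455975), a matrix metalloproteinase, had 0 counts in every sham mouse and 748, 76, 518 and 203 in BCAS mice 1 to 4, which makes it at least 107-fold higher. Cst7 (ENSMUSG00000068129.5, chromosome 2, 150570415 to 150578944) rose from 0.146 ± 0.0726 CPM to 212 ± 121 CPM, a log2 fold change of 10.42 (standard error 0.61, adjusted p = 4.79e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Clec7a (ENSMUSG00000079293.11, chromosome 6, 129461591 to 129472779), which is annotated as a polymorphic pseudogene, had a log2 fold change of 8.12 (standard error 0.63, adjusted p = 0.00146 from edgeR's test). For C3 (ENSMUSG00000024164.15, chromosome 17, 57203970 to 57228136), the complement component, the counts ranged from 197 in BCAS mouse 2 to 8529 in BCAS mouse 1, and the log2 fold change of 8.04 (standard error 1.21, adjusted p = 0.00331 from edgeR's test) was not significant with limma-voom (adjusted p = 0.0897). The largest decreases were in Myl4 (ENSMUSG00000061086.12, chromosome 11, 104550663 to 104595753), with a log2 fold change of -1.90 (standard error 0.33, adjusted p = 0.00527 from edgeR's test), C730002L08Rik, which is annotated as a processed transcript, Trpv6, Cpne9 and Lamp5. The log2 fold changes of these other 4 genes were -1.87, -1.70, -1.51 and -1.48, with adjusted p-values of 0.00251, 0.0130, 0.0115 and 0.00740 from edgeR's test, and all 5 kept both thresholds in every fit that left out 1 mouse.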

IPA analysis was conducted to predict potential upstream regulators and canonical pathways. 

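The gene sets of IPA were not used here, and fixed lists of genes stand beside its categories. Of 28 cytokine and chemokine genes, 18 had enough counts to be tested, with a median log2 fold change of 4.72 (camera, adjusted p = 1.17e-19), or 4.38 with 3 genes that were at or below 3 counts in all sham mice set to their lower bound. In this list 17 genes were upregulated past both thresholds and 18 had an adjusted p under 0.05 when adjusted over the list alone. The 24 tested phagocytosis genes were all upregulated, also when adjusted over the list alone, with log2 fold changes of 1.43 to 8.12 and a median of 4.05 (camera, adjusted p = 1.20e-33). For both lists, all 4 BCAS mice exceeded all sham mice. The mean log2 expression of the cytokine list rose by 3.81 ± 1.02 (SD, n = 4) and that of the phagocytosis list by 3.70 ± 1.00 (SD, n = 4), against sham SDs of 0.13 and 0.07. Leaving out 1 mouse kept the medians between 4.13 and 5.02 and between 3.63 and 4.36. In Reactome, Chemokine receptors bind chemokines had a median log2 fold change of 2.57 over 24 genes (camera, adjusted p = 1.95e-05), but Fcgamma receptor dependent phagocytosis had one of only 0.097 over 70 genes (camera, adjusted p = 0.0437).

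The microglial and macrophage markers that the paper stains for were also upregulated. Aif1, which encodes Iba-1 (ENSMUSG00000024397.14, chromosome 17, 35170991 to 35176068), rose from 3.88 ± 0.454 CPM to 32.1 ± 17.4 CPM, a log2 fold change of 3.05 (standard error 0.37, adjusted p = 0.00198 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd68 (ENSMUSG00000018774.13, chromosome 11, 69664213 to 69666153) had a log2 fold change of 4.83 (standard error 0.44, adjusted p = 0.00146 from edgeR's test). Rbfox3, which encodes the neuronal marker NeuN (ENSMUSG00000025576.17, chromosome 11, 118489762 to 118911597), had a log2 fold change of -0.91 (standard error 0.20, adjusted p = 0.0115 from edgeR's test), short of the threshold on the fold change.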

We found that immune-related biological processes including “pathogen induced cytokine storm signaling pathway”, “neuroinflammation signaling pathway”, “phagosome formation”, and “multiple sclerosis signaling pathway” were significantly enriched and upregulated, and were mostly positively regulated (Figure 6B; Supplementary Table S3). Notably, the hepatic fibrosis/hepatic stellate cell activation related pathway was also significantly enriched after hypoperfusion, but its effect manifested as no activity pattern available. In addition, we found that the Toll-like receptors (TLRs)-mediated IFN signaling was predicted to exert critical regulatory effect after BCAS-hypoperfusion (Figure 6C). Specifically, TLR pathways related genes including *Tlr4* and *Tlr7* interacted with IRGs (Figures 6D–F).

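A fixed list of extracellular matrix and fibrosis genes, of which 24 were tested, had a median log2 fold change of 1.89, with quartiles of 0.97 and 2.86 (camera, adjusted p = 3.04e-12). All 24 genes had positive log2 fold changes, 17 of them past both thresholds, and 21 had an adjusted p under 0.05 when adjusted over the list alone. The mean log2 expression of the list rose by 2.54, 0.76, 2.35 and 1.76 in BCAS mice 1 to 4, against an SD of 0.04 between sham mice. Among the Reactome pathways, Extracellular matrix organization, Integrin cell surface interactions and Degradation of the extracellular matrix ranked 2, 3 and 5 of the higher pathways, with median log2 fold changes of 0.86, 1.28 and 0.99 (camera, adjusted p = 8.73e-17, 1.07e-16 and 8.67e-14). Collagen formation (67 genes) ranked 20, with a median of 0.84 (camera, adjusted p = 2.48e-08).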

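A fixed list of genes of the Toll-like receptors and their signaling, of which 20 were tested, had a median log2 fold change of 2.84 in BCAS mice (camera, adjusted p = 5.62e-17). All 20 had an adjusted p under 0.05 from edgeR's quasi-likelihood test, also when adjusted over the list alone, and 19 passed the threshold on the fold change. The mean log2 expression of the list rose by 3.41, 1.57, 2.82 and 2.45 in BCAS mice 1 to 4, with an SD of 0.07 between sham mice. Reactome's Toll-Like Receptors Cascades held 41 differentially expressed genes of 104 and had a median log2 fold change of 0.49 (camera, adjusted p = 7.24e-07). Of the single receptors, Tlr3 (ENSMUSG00000031639.12, chromosome 8, 45395665 to 45411080) changed least among those the paper names, with a log2 fold change of 1.06 (standard error 0.22, adjusted p = 0.0100 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which fell to 0.86 without BCAS mouse 1, and 7.3% of its exon bases overlap Gm45542 on the opposite strand. Tlr9 (ENSMUSG00000045322.10, chromosome 9, 106222598 to 106226883) had a log2 fold change of 2.32 (standard error 0.46, adjusted p = 0.00870 from edgeR's test). Tlr8 (ENSMUSG00000040522.5, chromosome X, 167242696 to 167264329) had few counts in sham mice (3, 10, 0 and 1) and 195, 12, 135 and 32 in BCAS mice 1 to 4, and its log2 fold change of 4.41 (standard error 1.05, adjusted p = 0.0163 from edgeR's test) lost significance without sham mouse 1 or 4, with an adjusted p of up to 0.0548. The adaptor Myd88 (ENSMUSG00000032508.8, chromosome 9, 119335934 to 119341411) had a log2 fold change of 1.71 (standard error 0.35, adjusted p = 0.00946 from edgeR's test), and 11.3% of its exon bases overlap Acaa1a on the opposite strand.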

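Tlr4 (ENSMUSG00000039005.13, chromosome 4, 66827584 to 66930284) rose from 1.68 ± 0.585 CPM in sham mice to 15.1 ± 7.60 CPM in BCAS mice, a log2 fold change of 3.17 (standard error 0.43, adjusted p = 0.00252 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tlr7 (ENSMUSG00000044583.13, chromosome X, 167304929 to 167330558) rose from 3.94 ± 0.691 CPM to 59.4 ± 36.3 CPM, a log2 fold change of 3.91 (standard error 0.46, adjusted p = 0.00185 from edgeR's test), and Irf8 (ENSMUSG00000041515.10, chromosome 8, 120736358 to 120756694) from 7.04 ± 1.72 CPM to 109 ± 62.8 CPM, a log2 fold change of 3.96 (standard error 0.45, adjusted p = 0.00176 from edgeR's test). Leaving out 1 mouse kept the log2 fold change between 2.85 and 3.43 for Tlr4, 3.46 and 4.20 for Tlr7 and 3.55 and 4.25 for Irf8. BCAS mouse 2 had the smallest value of the 4 BCAS mice for each of these genes, with 124, 414 and 782 counts, still above every sham mouse.

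All 17 genes drawn higher in Figure 6D were upregulated, with a median log2 fold change of 2.77 and the smallest, 1.21, in Ticam1. So were the 19 tested genes of 20 drawn higher in Figure 6E, with log2 fold changes of 1.13 to 5.48 and a median of 2.47. Oas3 had at most 2 counts in each sham mouse and 640, 52, 185 and 115 in BCAS mice 1 to 4. Its mean is at least 66.3-fold higher, a bound that BCAS mouse 1 raises most. Tnfsf11 had too few counts to be tested, 0 in every sham mouse and 12, 4, 9 and 6 in BCAS mice 1 to 4, which puts its mean at least 2.18-fold above 3 counts. The genes drawn lower were Ackr2, Vxn and Fhl2, with log2 fold changes of -1.39, -1.08 and -1.01, and adjusted p-values of 0.0164, 0.0178 and 0.00502 from edgeR's test. A gene on the opposite strand covers 13.9% of the exon bases of Vxn, and sham mouse 3 lay below the other sham mice. The calls of Dlgap5, Tnfrsf11a, Tlr3, Tlr8, Ticam1, Ackr2, Vxn and Fhl2 did not hold in every fit that left out 1 mouse. Mki67 lost significance with limma-voom (adjusted p = 0.0538).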

**FIGURE 6:**
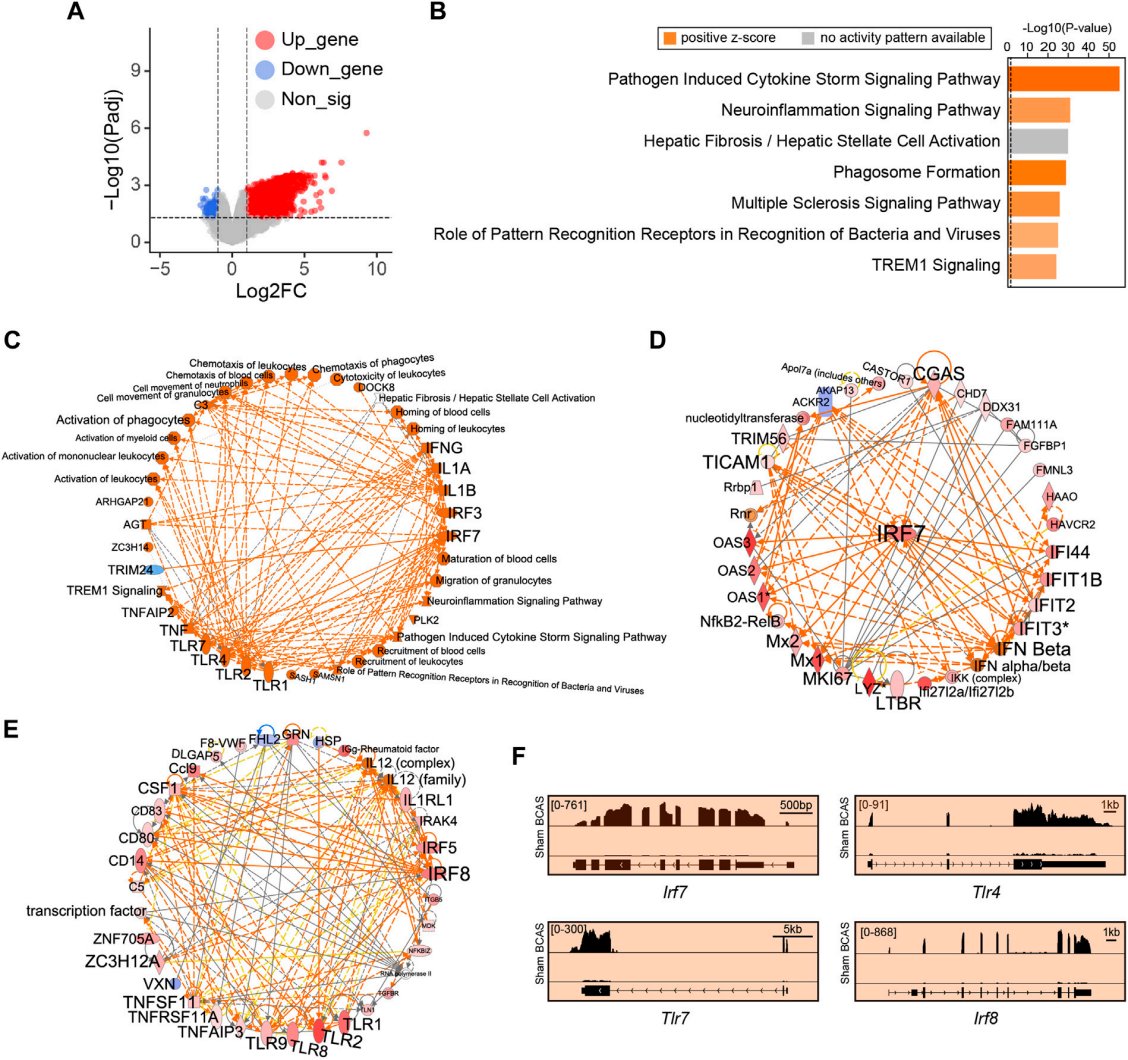
Cortex-specific IPA analysis of DEGs by limma post cerebral hypoperfusion. **(A)** Volcano plots indicated genes with differential expression as defined by an adjusted P value < 0.05 and $a\;\left|\mathrm{Log}2FC\right|$ > 1 in the cerebral cortex after operation (BCAS vs. Sham). Points highlighted in red: significant differentially expressed gene: Points highlighted in blue: significant differentially down-regulated expressed gene; Gray dot: non-significant differentially expressed gene. **(B)** Bar plot showing the top canonical pathways significantly enriched in the BCAS-hypoperfusion mice. Orange bars; positive regulatory pathway; Gray bar: no activity pattern available. **(C–E)** Upstream regulatory analysis of DEGs revealing IRF7-related hub genes are pointed to be the top upstream regulators in IPA effect networks. TLRs also participated in and coordinately regulated genes of IFN signaling. **(F)** IGV map tracks for representative genes in the too canonical pathways. Notice increases of RNA-seq signal for IFN-regulated genes (*Irf7*, *Irf8*, *Tlr4*, and *Tlr7*) in BCAS mice compared to sham group.

### Cortex-specific transcriptional profiles were validated by qRT-PCR and immunohistochemistry

We performed qRT-PCR to detect the expression of genes extremely enriched in the pathways of IFN-related neuroimmune signaling, including “response to interferon-beta” (*Ifi211*, *Gm4951*, Oas1g, Gm5431), and “activation of innate immune response” (*Tlr2*, *Ifi206*, *Ifi209*, *Zbp1*). Meanwhile, the expression of the housekeeping gene (*Gapdh*) was unchanged (Figure 7A). 

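The qRT-PCR measurements were not analysed here. All 8 genes were upregulated past both thresholds in the RNA-seq, with a median log2 fold change of 5.50, which stays the same with Ifi211 at its lower bound. Their counts were low in sham mice. Ifi211 (ENSMUSG00000026536.9, chromosome 1, 173896345 to 173913046) had 3, 0, 0 and 0 counts in sham mice and 403, 40, 186 and 84 in BCAS mice 1 to 4, which makes it at least 48.4-fold higher. Gm4951 (ENSMUSG00000073555.1, chromosome 18, 60212080 to 60247820) rose from 0.240 ± 0.198 CPM to 7.80 ± 3.71 CPM, a log2 fold change of 5.00 (standard error 0.56, adjusted p = 0.00169 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Oas1g (ENSMUSG00000066861.14, chromosome 5, 120876142 to 120887613) had 0 to 4 counts in sham mice and 261, 32, 107 and 69 in BCAS mice, a log2 fold change of 5.51 (standard error 0.80, adjusted p = 0.00302 from edgeR's test). Gm5431 (ENSMUSG00000058163.14, chromosome 11, 48887422 to 48902214) rose from 0.227 ± 0.228 CPM to 9.57 ± 7.04 CPM, a log2 fold change of 5.38 (standard error 0.72, adjusted p = 0.00252 from edgeR's test). Ifi206 (ENSMUSG00000037849.8, chromosome 1, 173468485 to 173491041) had 0 to 4 counts in sham mice and 65 to 404 in BCAS mice, a log2 fold change of 6.14 (standard error 0.78, adjusted p = 0.00210 from edgeR's test). Zbp1 (ENSMUSG00000027514.14, chromosome 2, 173206612 to 173218923) had 3 to 13 counts in sham mice and 91 to 794 in BCAS mice, a log2 fold change of 5.06 (standard error 0.71, adjusted p = 0.00280 from edgeR's test). Ifi211, Ifi206 and Oas1g belong to families of near relatives, so they are measured less surely. Adding 1 to each CPM before the log2 compressed these low genes most, for example to a log2 fold change of 2.36 for Oas1g. Every BCAS mouse exceeded every sham mouse in all 8 genes, also in Tlr2 and Ifi209, and BCAS mouse 2 was the lowest of the BCAS mice in each. Gapdh (ENSMUSG00000057666.18, chromosome 6, 125161715 to 125166467) had 137 ± 8.86 CPM in sham mice and 112 ± 16.7 CPM in BCAS mice, a log2 fold change of -0.29 (standard error 0.12, adjusted p = 0.0857 from edgeR's test). Over 20 alternative fits its log2 fold change ranged from -0.34 to -0.17. The adjusted p was under 0.05 in 2 of them, limma-voom with sample quality weights and the fit without BCAS mouse 2.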

Compared with sham group, the BCAS-hypoperfusion mice induced enhanced mRNA levels of these genes in the cerebral cortex, which was consistent with our RNA-seq results (Figures 7B–I). Then, we tested expression levels of IFITM3 (IFN-inducible protein) at the protein level by immunohistochemistry in sham and BCAS mice. The results showed that IFN signaling pathways were also upregulated at the protein level following BCAS-hypoperfusion (Supplementary Material S10).

**FIGURE 7:**
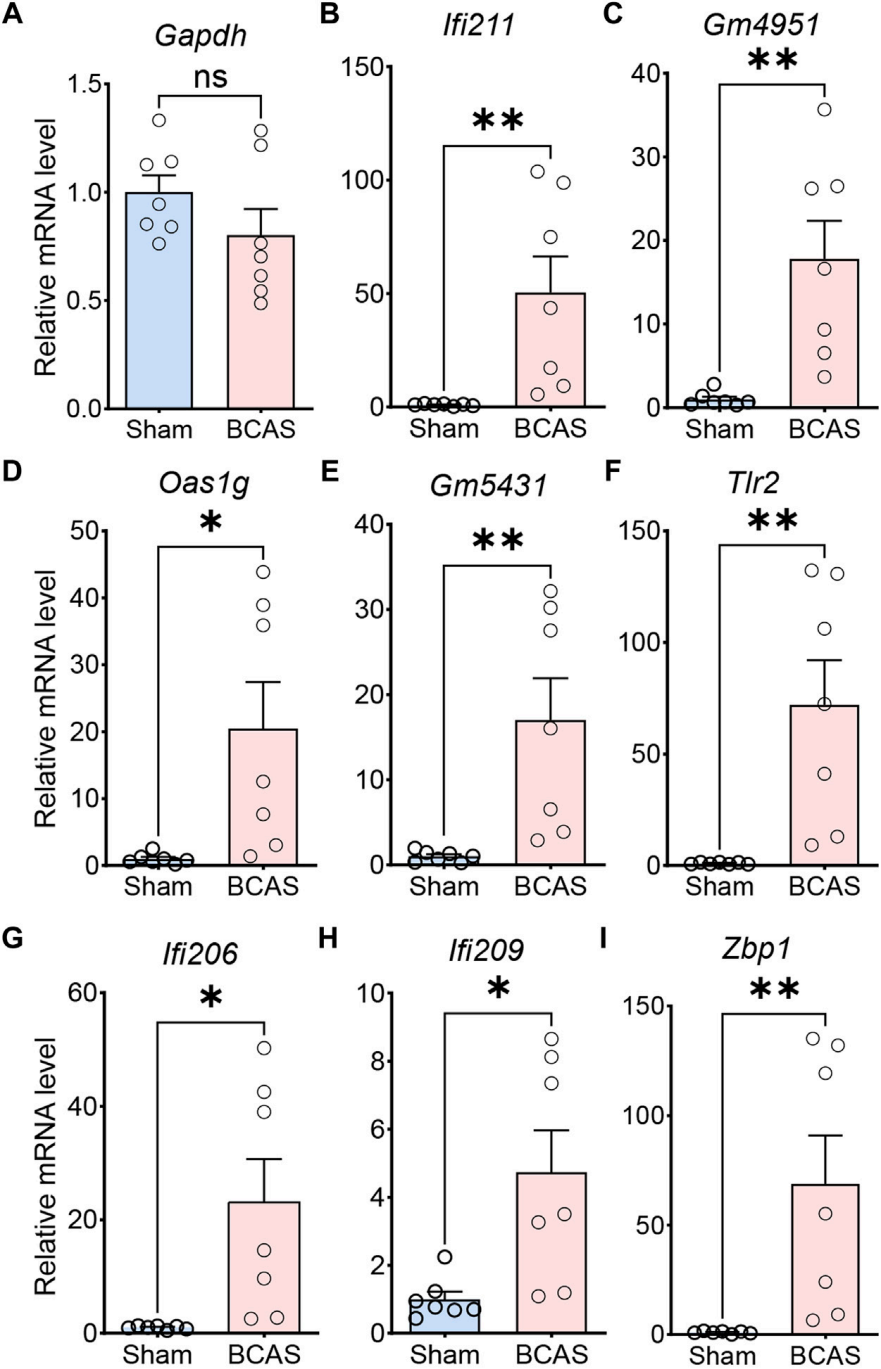
Validation of differential gene expression by quantitative RT-PCR. The relative mRNA expression levels of representative genes in cerebral cortex of sham and BCAS mice, as detected by qRT-PCR with GAPDH as the reference gene. **(A)** Note that the relative mRNA level of GADPH does not change between sham and BCAS mice. Up-regulated gene involved in “response to interferon-beta (*Ifi211*, *Gm4951*, *Oas1g*, *Gm5431*)” **(B–E)**, “activation of innate immune response (*Tlr2*, *Ifi206*, *Ifi209*, *Zbp1*)” **(F–I)**. Data are expressed as mean ± SEM, Unpaired t test (two-tailed), *p < 0.05. **p < 0.01 versus sham, n = 7 mice for each group.

## Discussion

In clinical practice, there is a lot of causes for CCH, including cerebral small vessel disease, genetic factors, heart failure, cardiac arrhythmia and carotid artery stenosis. Long-term cerebral hypoperfusion could lead to vascular cognitive impairment, and even stroke. Currently, in preclinical experimental studies, many researchers have explored various animal models to mimic patients’ cerebral hypoperfusion status, including mice, rats and non-human primates’ animal models (Woodruff et al., 2011; Tukacs et al., 2020). These models include BCAS model, bilateral common carotid artery occlusion (BCCAO) model, left vertebral artery and bilateral internal carotid artery occlusion (three-vessel occlusion; 3VO) model and others. Nevertheless, none of these animal models fully recapitulate the human CCH phenotype, which clinically presents with cognitive deficits, motor dysfunctions as well as neuro-histopathological damages. In our current study, we developed a 0.16/0.18 mm BCAS mouse model, because it had some advantages. First of all, operators can manipulate the carotid artery stenosis degrees to control CBF by choosing different inner diameters of microcoils. For example, by using microcoils greater than or equal to 0.18 mm, BCAS operation fails to induce gray matter lesions in mice, whereas the application of a smaller inner diameter does, accompanied by significantly higher mortality rate. Secondly, there are different microcoils size selection strategies for mice’s bilateral artery, and the asymmetrical ischemia of right and left hemispheres induced by 0.16/0.18 mm BCAS procedure is closer to the clinical situation. Thus, in our study, we chose this kind of microcoil size for the establishment of our animal model with cerebral hypoperfusion. Thirdly, according to previous studies and our results, this mouse model showed good reproducibility in various phenotypes, including minor infarcts in the cortex (Figures 2A, B), microglial activation (Figures 3A,B). Besides, this model did not induce motor dysfunction (this was evidenced by the normal swimming speed of BCAS mice compared to the sham group), but resulted in spatial cognitive deficits in the Morris water maze test (Figures 1F, G; Supplementary Material S1). This helps us to further study cognitive function changes induced by BCAS-hypoperfusion, because it is often hard for researchers to distinguish between motor dysfunction and cognitive deficits in mice.

Cognitive impairments in animal models are normally evaluated by various methods, including Y mazes, radial arm maze as well as MWM, and they reflect different functions of cognition and memory (Mota et al., 2019). According to the previous studies, the 0.18 mm BCAS model could lead to mild cognitive dysfunction in the 8-arm radial maze test at 4 weeks after BCAS operation, as evidenced by deficits only in working memory task but not in the spatial reference memory task (Qin et al., 2017). However, after long-term hypoperfusion (5–6 months), 0.18 mm microcoil also induced working and reference memory, as evaluated by Barnes and radial arm maze tests (Nishio et al., 2010). And both 0.16 mm and 0.16/0.18 mm groups showed significant cognitive impairment in spatial reference study and memory functions at shorter duration after BCAS operation. For example, both 0.16 mm induced working memory deficits at only 2 weeks after BCAS operation (Toyama et al., 2018). In our study, the 0.16/0.18 mm BCAS mouse model displayed obvious deficits in spatial cognitive function in MWM test (Figures 1F, G; Supplementary Material S1), which was in line with previous reports (Miki et al., 2009; Zhou et al., 2022). Therefore, persistent decrease in CBF could compromise memory processes and affect cognitive functions in BCAS-hypoperfusion mice.

Moreover, the cognitive impairment was often accompanied with related brain regions damages, and thus we next explored the histological changes post BCAS surgery. According to previous studies, both 0.18 mm microcoils for 4 weeks only induced working memory because CCH at this condition only led to demyelination but not cortical or hippocampal lesions, while long-term CCH (5–6 months) could result in hippocampal atrophy (Nishio et al., 2010). Microinfarcts, minor infarcts and moderate infarcts were observed in BCAS group 3 weeks after hypoperfusion (Figure 2; Supplementary Materials S2, S3), which was consistent with our behavioral results. And previous researches also demonstrated that the infarct regions were randomly distributed in the whole brain post BCAS operation (Miki et al., 2009). Furthermore, our work revealed cortical lesions were usually accompanied with microglial activation and neuronal loss following BCAS-hypoperfusion. It is commonly known that glia activation (including microglia) can result in phenotypic and functional diversity, which may have beneficial or detrimental effects on the local neurons (Taylor et al., 2020). Specifically, appropriate activation of microglia can be beneficial to neuronal survival, but excessive activation of microglia may aggravate neuronal damage (Pietrucha-Dutczak et al., 2017; Su et al., 2019; Werner et al., 2020). CD68 is a lysosomal protein with high expression levels on macrophages and activated microglia, but low expression levels on resting microglia. Here, CD68/Iba1 double-staining was conducted and we revealed some of microglia/macrophages displayed phagocytosis phenotypes upon the status of highly activated after hypoperfusion injury. We found the cells positive for the general marker Iba-1 and the phagocytosis marker CD68 were clearly visible in the 0.16 mm side of BCAS mice, but not in the 0.18 mm side or sham mice (Supplementary Material S5). Then, we further observed the activation state to examine the beneficial or deleterious effects of microglia on neuronal survival. As reported, we found microglia could be significantly activated and engulf the local neurons at higher magnification after chronic hypoperfusion (Figure 4 **)**, characterized by hypertrophic morphology, with thickened and retracted processes (Qin et al., 2017). Therefore, the attenuation of microglia-mediated inflammatory cascades can be beneficial under such pathological conditions.

According to previous studies, microglial activation and the release of the inflammatory cytokine peak at the mid-late phase after ischemic insults, followed by a steady decline (Qin et al., 2017; Kim et al., 2020). And in our study, we found that significant brain damage and microglial activation had occurred, so we chose this time point for cortex-specific bulk RNA-seq profiling in order to capture the key genes and pathways associated with CCH. Considering the fact that DESeq2 was a R package with function of correction and normalization, and limma could be used instead. We presented results from these two analysis methods (Supplemntary Tables S2, S3). Indeed, the findings of both approaches appeared to be similar and equally persuasive. The work revealed the upregulated genes were extremely enriched in the IFN-related pathways following BCAS-hypoperfusion using GSEA analysis. In addition, GSEA analysis also identified significant upregulation of genes involved in the “activation of innate immune response” pathways. Interferon activated gene 209 (*Ifi209*), also known as PYHIN1, acting upstream of or within cellular response to interferon-beta, plays an important role in innate immunity (Andreoletti et al., 2015). Therefore, our findings are consistent with prior work that innate immune response is considered an essential step in the progression of chronic ischemia injury (Wu et al., 2017).

Our study was the first to identify the essential roles of IFN-mediated neuroimmune signaling post chronic hypoperfusion. IFN-signaling pathways, the critical components of the body immune system, can be divided into three subtypes, two of which perform opposite functions: type I (IFN-alpha and -beta) with pro-inflammatory activity and type II (IFN-γ) with anti-inflammatory activity. In our study of hypoperfusion-induced cortex-specific transcriptomes, remarkably, previously unreported IRGs were identified. While a significant role for type I IFN signaling is recognized in fighting central nervous system infections, type I IFN signaling has received limited study in chronic cerebral ischemic injury. 

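Irf7 (ENSMUSG00000025498.15, chromosome 7, 141262706 to 141266481) had 3.22 ± 1.26 CPM in the cortex of sham mice and 55.2 ± 41.3 CPM in BCAS mice, a log2 fold change of 4.10 (standard error 0.58, adjusted p = 0.00280 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were 60, 72, 26 and 58 in sham mice 1 to 4 and 2593, 353, 920 and 713 in BCAS mice 1 to 4, and leaving out 1 mouse kept the log2 fold change between 3.48 and 4.41. The gene of STING, listed as Tmem173 in the annotation (ENSMUSG00000024349.9, chromosome 18, 35733678 to 35740554), rose from 3.65 ± 0.702 CPM to 24.0 ± 14.9 CPM, a log2 fold change of 2.72 (standard error 0.44, adjusted p = 0.00410 from edgeR's test). Cgas (ENSMUSG00000032344.17, chromosome 9, 78430526 to 78443237), the DNA sensor upstream of STING, had a log2 fold change of 2.35 (standard error 0.48, adjusted p = 0.00921 from edgeR's test), with 4.9% of its exon bases overlapped by Gm8093. A fixed list of 13 genes of the cGAS-STING pathway, 10 of which were tested, had a median log2 fold change of 2.54 (camera, adjusted p = 1.74e-07). In this list 7 genes were past both thresholds and 9 had an adjusted p under 0.05 when adjusted over the list alone. The log2 fold changes ran from 0.057 to 5.70, the latter in Ifi204. Of the 10 genes, 5 are named by the paper and 2, Irf7 and Zbp1, are also in the interferon-stimulated list. The rise of this list is therefore not separate from that of the interferon-stimulated genes. Reactome's Regulation of innate immune responses to cytosolic DNA had a median of 0.50 over 10 genes (camera, adjusted p = 0.0177), and 2 of the 35 splits of the libraries, the real one included, gave a median as large. The gene of interferon-beta, Ifnb1, had 0 counts in all 8 libraries.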

We revealed that *Irf7* was extremely upregulated in this BCAS-hypoperfusion model and involved in stimulator of interferon genes (STING)-mediated IFN-beta signaling (Supplementary Table S1). STING functions by sensing cytoplasmic DNA and activates key transcription factors, including interferon regulatory factor 7 (IRF7), to initiate type I IFN expression (Banete et al., 2018; Chen et al., 2022). The STING signaling exert critical regulatory function in immune inflammatory response through the induction of cytokines, primarily type I IFNs. And the role of STING signaling in modulating neuroinflammation have been reported (Chin, 2019; Fryer et al., 2021; Paul et al., 2021; Li T et al., 2022). Moreover, IRF7 could greatly enhance STING-mediated IFN-beta promoter activity (Cheng et al., 2019; Dalskov et al., 2020). IRF7 is central to the production of type I IFN and activation of IRF7 is controlled by phosphorylation events, resulting in the formation of homodimers that are transcriptionally active. We speculated that the IRF7-related regulatory network contributed to the transcriptional activation of IRGs after cerebral hypoperfusion. It will be of great significance to investigate how IFN-mediated neuroimmune responses may participate in chronic cerebral ischemic injury mechanisms in future work.

While no studies have carefully explored the type I IFN responses in the BCAS-hypoperfusion mice so far, activation of IFN signaling has been determined in multiple rodent models of brain injury. Growing evidence has shown that type I IFNs can promote the release of pro-inflammatory factors and participate in regulating brain injury, which involve in interactions between different cell types in brain (Barrett et al., 2020; Todd et al., 2021). For example, mitochondria DNA (mtDNA) damage and release could play an important role in ischemic cascades. The damaged mitochondria could be exchanged from different cell types, and released into the cytoplasm of certain cell type, such as microglia (Todd et al., 2021). Moreover, according to the previous studies, STING was able to complex with the damaged mtDNA, and activated the downstream cyclic GMP-AMP synthase (cGAS)-STING immune pathways (Davis et al., 2014; Hayakawa et al., 2016). Further, the activation of the cGAS-STING pathway could promote the formation of a pro-inflammatory microenvironment and the cGAS-STING expression in microglia was upregulated after stroke (Kong et al., 2022), and conditional knockout of cGAS in microglia attenuates ischemic/reperfusion-induced brain injury (Liao et al., 2020). Similarly, cGAS knockdown could promote microglial M2 polarization to alleviate neuroinflammation by inhibiting cGAS-STING pathway both in an oxygen-glucose deprivation cell model and a middle cerebral artery occlusion (MCAO) mouse model (Jiang et al., 2021). In addition, in the traumatic brain injury (TBI) rodent model, excess IFN-beta was released from the “sick neuron” under the endoplasmic reticulum stress conditions *via* STING signaling, and enforced activation and pro-inflammatory M1 polarization of microglia, which resulted in secondary brain injury by recruiting more infiltration of peripheral immune cells (Sen et al., 2020). Interestingly, the shared transcriptional changes of microglia and astrocyte of TBI were enriched in type I IFN signaling (Todd et al., 2021). This suggested that the neuroinflammation response involved in IFN signaling of TBI model is not limited to microglia, but also to astrocyte, another kind of important cell population responsible for brain insults. More importantly, a recent study demonstrated that global IFN-beta deficiency [IFN-beta (−/−)] led to reduced neuroinflammation and improved neurological functions in TBI mice (Barrett et al., 2020). Also, our results suggested that IFN signaling pathway was upregulated both at the RNA level and the protein level post BCAS-hypoperfusion (Figure 7; Supplementary Material S10). In some study about neurodegeneration, such as Alzheimer’s disease, investigators have found that IFITM3 can act as γ-secretase modulatory protein and increase the deposition of amyloid-beta in brain *via* inflammatory mechanisms (Hur et al., 2020). Besides, the level of IFITM3 was elevated under schizophrenia and other inflammatory conditions in the brain (Horváth and Mirnics, 2014). And studies have identified IFITM3 as a new player involved in microglial phenotype modulation in response to a variety of inflammatory conditions (Harmon et al., 2022). Therefore, understanding changes in the type I IFN signals would help to identify potential cellular and molecular mechanisms for hypoperfusion-induced brain injury.

TLRs that are highly expressed in microglia, are known to play a prominent role in the sustained ischemic stroke. Another salient finding in the current study was that the classic TLR signaling appeared to interact with IFN-signaling after hypoperfusion. In fact, TLR9 inside endolysosome can act as the sensor of double-strand DNA (dsDNA) or self-DNA released from dying cells, and contains an important leucine-rich repeat domain responsible for cytosine-phosphate-guanosine (CpG)-DNA binding, receptor oligomerization, and sequential signaling transduction. Then, after MyD88 adaptor protein is recruited by a Toll/IL-1 receptor domain of dimerized TLR9, the LC3-TLR9 interaction provides with an anchor to induce type I IFN expression *via* the activation of IRF7 (Julian et al., 2012; Briard et al., 2020). Likewise, intracellular nucleic-acid can also induce the production of IFN-beta *via* nuclei-acid sensors signaling pathways, including TLR7/TLR8-MyD88 signaling pathway, TLR3-IFN-beta signaling pathway and so on in autoimmune diseases (Gilliet et al., 2008). Interestingly, accumulating evidence has shown that systemic administration of CpG oligodeoxynucleotides can activate TLR9 (Stenzel-Poore et al., 2007; Stevens et al., 2008; Marsh et al., 2009b; Bahjat et al., 2011). And, CpG preconditioning can reprogram the response of the brain to the subsequent ischemic stroke challenge dominated by the high production of Type I IFN, and as a result, play protective role by minimizing ischemic damage. It seems that the protective role of IFN mentioned here is inconsistent with the harmful role mentioned in the last paragraph (Barrett et al., 2020), yet this could be partially explained by the difference between knockdown/knockout and preconditioning treatments of IFN. Thus, we speculated that like the classic MCAO mouse model, the crosstalk of TLR signaling and IFN signaling played an important role in the progression of CCH.

As a matter of fact, in the 1960s, Dahl and Balfour found that a pre-exposure to a short-term anoxia challenge to the rat brain could lead to an increase in anaerobic glycolysis, and as a result, the survival rate could improve after a subsequent anoxic exposure (Dahl and Balfour, 1964). Later, neurobiologists refer to this experimental phenomenon as “ischemic preconditioning” (IPC), which means that prior exposure to non-fatal and subthreshold cerebral preconditioning stimulus can transiently increase ischemic tolerance to sequentially cerebral ischemic injury (Gidday, 2006). Various signaling pathways have been found to be involved in the protective role of IPC, including mitochondrial function, metabolism, hypoxia-inducible factor (HIF-1) signaling pathways, vascular endothelial growth factor (VEGF) signaling pathways and so on (Li et al., 2017). Interestingly, recent studies have also shown TLR signaling pathways and IFN-regulated genes pathways represent an attractive therapeutic target involved in IPC for ischemic stroke (Marsh et al., 2009a; Stevens et al., 2011; McDonough et al., 2020). For example, one study revealed that the investigator found pre-conditioned with Gardiquimod (a TLR7 agonist) could significantly reduce infarct volume in MCAO model, but this protective effect was abolished in IFNAR(−/−) MCAO model, suggesting that IPC induced by TLR7 resulted in neuroprotective effect against ischemic insults *via* IFN-mediated signaling pathway (Leung et al., 2012). Because both IFN and TLRs signaling pathways were upregulated in our animal model and they existed some crosstalk at the molecular levels (Figures 6C–F), treatment with pharmacological agents in combination with these two pathways seems like a more promising approach of IPC. Excitingly, approved by the FDA, IFNβ has been used for the treatment of multiple sclerosis (MS) in clinical medicine as a cytokine with immunomodulatory properties (Cheriyan et al., 2012; Kasper and Reder, 2014). Also previous studies have indicated that IFNβ treatment ameliorated ischemic stroke in MCAO model (Kuo et al., 2020), suggesting that it had great value for clinical translational applications for chronic cerebral hypoperfusion. In addition, on the one hand, published astrocyte-specific single-nuclei RNA sequencing (snRNA-seq) data also showed the IFN-signaling pathways increased in non-human primate preclinical primate model, suggesting that the role of IFN signaling pathways in ischemic stroke appears to be evolutionarily conserved mechanism. On the other hand, D192935 (a TLR9 agonist) preconditioning could efficiently reduce ischemic insults in a non-primate preclinical animal model (Stevens et al., 2019). More importantly, although the concept of IPC was firstly raised according to preclinical animal models, yet retrospective studies have shown that transient ischemic attacks induced IPC-like protective effects on patients (Moncayo et al., 2000; Wegener et al., 2004). However, it is neither ethical nor feasible to apply some direct transient ischemic challenges on the brains of those patients with high stroke risk factors, because it is difficult to distinguish between “harmful” and “beneficial” IPC-like challenge. Instead, it is a more promising strategy to investigate underlying mechanisms of IPC and design some drug targets mimic IPC. Indeed, CCH can also be seen as a kind of IPC, so the upregulated pathways identified in our RNA-seq can not only represent drug targets for CCH, but also become some potential biopharmaceutical targets to mimic IPC against other more severe brain insults, such as stroke, TBI and so on. In details, these inspiring drug targets of IPC include type I IFNs (such as IFI209), TLR-mediated intracellular downstream molecules (MyD88) as well as non-TLR pattern recognition receptors (STING). Encouragingly, it will be more easily to achieve translational and clinical research when modulating some specific molecular targets by using some novel molecular approaches or novel nanoparticle technologies (Wieghofer et al., 2015; Nance et al., 2017).

Our study provides a novel dataset of gene expression profiles in mouse cerebral cortex after BCAS-hypoperfusion. However, there are some important limitations. First, it is expected that significant changes of transcriptomic profiles in some cell types may have been missed. Therefore, it will be interesting to investigate cell-specific transcriptomic profiles in future work. Second, future studies will be needed to clarify whether IFITM3 has the capacity to modulate microglial phenotype in conditions of chronic ischemic brain injury. Also, our transcriptomic data lacked further validation on functional levels. Given these limitations, future studies should be well designed, taking functional verification into consideration. At last, our current study is somewhat preliminary and descriptive. In the light of the role of IFN signaling in cerebral ischemia remains controversial, there is still a long way to go before basic research results can be translated into clinical results.

In summary, this preliminary study is the first to provide valid evidence for the cortex-specific gene-expression profiles following chronic cerebral ischemic injury. Our findings suggest that increased levels of gene expression related to IFN-mediated neuroimmune signaling pathway may exert a critical impact on the occurrence and development of cerebral hypoperfusion. Our RNA-seq data provide a valuable resource for future investigations into the roles of IRGs in hypoperfusion-induced neuropathological changes.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE210666.

How the deposited data were processed for this re-analysis (not part of the article)

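The data are RNA-seq of the right cerebral cortex of 8 mice, 4 after sham surgery and 4 after BCAS, taken 3 weeks after surgery, with 1 mouse per library. The grouping follows the labels given with the data and Supplementary Table S1 of the paper. According to the methods, the authors trimmed the paired reads with Trim-galore, aligned them to the mm10 mouse genome with HISAT2 and sorted them with Samtools v1.9. The authors then counted the read pairs on the exons of each gene with featureCounts and deposited these counts without normalization. The header of each deposited table names featureCounts 2.0.1 and GENCODE vM20 and gives no strand option, whereas the methods name v1.6.3 and RefSeq genes. Gene symbols and coordinates were taken from GENCODE vM20. The tables hold 54752 genes, and the total counts range from 16759364 to 21794435 per library, with a median of 17291088 in sham and 18744125 in BCAS mice. A count of 0 in the smallest library allows up to 0.179 CPM.

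All values were computed from the deposited counts. The main test was edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter (minimum count 10, minimum total 15), which kept 17136 genes, and the quasi-likelihood F-test of BCAS against sham mice without covariates. The p-values were adjusted by the Benjamini-Hochberg method over the tested genes. Genes were called at the paper's thresholds, an adjusted p under 0.05 and an absolute log2 fold change above 1. The standard error of a log2 fold change was computed from the fold change and its F-statistic. Expression is given as TMM-normalized CPM, and the principal component analysis used log2 CPM with a prior count of 2, scaled per gene. The fold of a gene with at most 3 counts in every sham library is a lower bound against the level of 3 counts. Group means of single values were compared by exact two-sided permutation tests over the 70 arrangements of the 8 libraries. For a gene, the share of its exon bases that another gene covers was taken from the annotation. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

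Gene sets were tested with camera from limma 3.58.1 at its preset correlation of 0.01, with 2 collections. The first holds 22 fixed lists of genes: interferon-stimulated, interferon-gamma-induced, microglial identity, microglia and macrophage activation, blood-borne leukocyte, reactive astrocyte, astrocyte identity, oligodendrocyte, endothelial, pan-neuronal, activity-regulated neuronal, synaptic, Toll-like receptor, cytokine and chemokine, phagocytosis, extracellular matrix and fibrosis, cGAS-STING pathway, hemoglobin, choroid plexus, striatal, proliferation and oxidative phosphorylation genes. The second holds the mouse Reactome pathways that come with fgsea 1.28.0, with 10 to 500 tested genes each, joined through Entrez gene numbers that 86.3% of the tested genes had. A list is summarised by the median log2 fold change of its genes and by the mean of their log2 CPM in each mouse, relative to the sham mean. Genes named in the text are those the paper names in its text, also through their proteins, or draws in the networks of Figure 6, and the 5 with the largest increase and the 5 with the largest decrease. The latter were taken among called genes with a mean of at least 100 counts and no overlap between the groups. Genes outside this rule were chosen after their values were seen. These are Ifnb1, Kif5a, Apoe, Cmpk2, Herc6 and the single genes of lists named in the closing section.

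The mapping of the samples, the tests, the fixed lists, the rule for named genes and the alternatives below were set before the data were examined. The alternatives for the normalization were DESeq2's size factors, the upper quartile and the library size alone. For the filter they were none beyond 1 count in total and at least 10 counts in every library. DESeq2 1.42.0, limma-voom, limma on log2(CPM + 1), limma-voom with sample quality weights and robust edgeR stood in for the main test. Further alternatives thinned the counts to the smallest library, used the replicate number as a block, left out each mouse in turn, changed the threshold on the fold change, and replaced camera's preset by fry, by a correlation estimated from the libraries, or, for Reactome, by fgsea. Leaving out each mouse for the Reactome pathways was added after the data were seen.

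The tests were also run on all 35 splits of the 8 libraries into 4 and 4, the real one included. A trend of the log2 fold change over gene length and GC content was fitted by loess (span 0.3) and removed in 3 of the tests in the closing section. Differences between the medians of 2 lists were compared with 100000 permutations of their genes. The procedures were tested on simulated data with 200 changed genes, of which 191 were among the 16454 tested genes. There edgeR recovered 182 of the 191 (95.3%) with 2 false calls (1.1%), DESeq2 recovered 97.9% with 6% false calls and limma-voom 94.8% with 2.2%. On simulated data without changes camera called 3 of 110 list tests and 0 of 863 pathways. With 1 list raised, that list ranked 1 of 22 and 1 other list was also called. In these simulations each gene varied independently of the others, with the same dispersion in both groups. The 200 changed genes were as often raised as lowered. In the real data the spread on PC1 was 15.6 times larger in BCAS mice, and 89.5% of the called genes were higher. The simulated rates therefore do not measure the error of these procedures on the real libraries.

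The GO terms of the GSEA and the gene sets of IPA were left out, because fixed lists and Reactome stand in their place. The qRT-PCR, histology and behaviour of the paper were not used here, since they are not part of the count tables. Of Supplementary Table S2, only the part that lists 1998 genes from limma and 1999 genes from DESeq2 was compared.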

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

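The tests in this part, of normalization, single BCAS mice, other splits of the libraries and the share of neuronal RNA, were chosen only after the results were seen. The results come from 2 searches. In the first, the highest or lowest mouse of each group of 4 was compared with the other 3, for 81 genes named in the text, 22 lists and PC1, in sham and in BCAS mice, which makes 208 groups. A mouse was far from the others in 8 groups, of which 7 are sham groups, whereas chance alone would give about 10.4. In the second, lists of genes that the paper does not discuss differed between BCAS and sham mice.

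Of the 5 genes, 3 rest on a few counts. For Il12b, sham mouse 3 had 0 CPM and the other sham mice 0.0568 to 0.0624 CPM, which is a difference of 1 count. For Ifi211, sham mouse 1 had 0.170 CPM (3 counts) and the others 0. For Oas3, sham mouse 3 had 0.114 CPM (2 counts) and the others 0. Chrnb3 was at 0.176 CPM in BCAS mouse 1, with 4 counts, against 0.763 to 0.824 CPM in the other BCAS mice. Vxn, which is not near the floor, had 377 CPM in sham mouse 3 and 542 to 543 CPM in the other sham mice. No explanation was tested for these values.

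Among the lists, the microglia and macrophage activation genes stood at -0.07 in sham mouse 4, against 0.014 to 0.028 in the other sham mice (log2, relative to the sham mean), a small distance beside the mean rise of 4.207 in BCAS mice on the same scale. The blood-borne leukocyte genes were at 0.389 in sham mouse 2, with the others at -0.149 to -0.111. The oligodendrocyte genes were at -0.459 in sham mouse 3, with the others at 0.116 to 0.19. For these 3 values no cause was tested, and 8 in 208 is below what chance gives.

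The 12 reactive astrocyte genes had a median log2 fold change of 3.69 in BCAS mice (camera, adjusted p = 2.67e-13), with all 12 past both thresholds, and their mean rose by 4.46, 1.71, 3.81 and 3.07 in BCAS mice 1 to 4. All 12 proliferation genes had an adjusted p under 0.05 and 11 passed both thresholds, with a median of 2.24 (camera, adjusted p = 1.98e-06) and rises of 2.97, 0.93, 2.52 and 1.85. Both lists were higher in 4 of 4 BCAS mice than in any sham mouse (exact two-sided permutation test, p = 0.0286, the smallest it can give). Under the 3 other normalizations the lowest medians were 3.67 and 2.22, and without 1 BCAS mouse they were 3.21 and 1.93, with the lists still called. For either list, 1 of the 35 splits of the libraries, the real one, gave a median as large. The next largest medians were 2.64 and 2.07. This split result largely restates that all 4 BCAS mice lay above all sham mice. These values argue against the normalization, a single BCAS mouse or the way the mice were grouped by chance as the whole cause. Camera with an estimated correlation gave adjusted p-values of 0.205 and 0.287, and fry 0.0118 and 0.0195. Of the reactive astrocyte genes 10, and of the proliferation genes 8, had more than 3 counts in every sham library. Of the reactive astrocyte genes 1 is in another list, and of the proliferation genes 1 is named by the paper. The counts come from whole cortex, so the cells that express these genes stay open and were not tested.

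Of 16 blood-borne leukocyte genes, 6 had enough counts to be tested, and all 6 were called. Their median log2 fold change was 5.89, or 5.23 with 2 genes at their lower bound (camera, adjusted p = 9.68e-05, and 0.0200 under fry and 0.273 under an estimated correlation). The list mean rose by 5.83, 1.89, 5.04 and 3.43 in BCAS mice 1 to 4, above every sham mouse (exact two-sided permutation test, p = 0.0286). The lowest median was 5.86 under the other normalizations and 5.02 without 1 BCAS mouse, and 1 of the 35 splits, the real one, gave a median as large. The most abundant gene was Lyz2, at 10.3 CPM in sham and 791 CPM in BCAS mice, followed by Ccr2 (0.732 and 18.3 CPM), Ms4a4b (0.161 and 10.8 CPM), Ly6c2 (0.0889 and 8.51 CPM), Cd4 (2.57 and 8.28 CPM) and Cd8a (0.0912 and 5.18 CPM). Of the 6 genes, 3 had more than 3 counts in every sham library, and none is in another list or named by the paper. A candidate explanation is leukocytes that entered the tissue, and this hypothesis was not tested further. Expression of these genes by cells that reside in the cortex also stays open.

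The 12 astrocyte identity genes rose far less, with a median of 0.42, quartiles of 0.28 and 0.54 and an adjusted p of 0.00314 from camera. In this list, 1 gene passed both thresholds, 7 had an adjusted p under 0.05 and 8 had one when adjusted over the list alone. The list mean was higher in 4 of 4 BCAS mice than in any sham mouse. Its lowest median was 0.40 under the other normalizations and 0.35 without 1 BCAS mouse. Of the 35 splits, the real one gave the largest median, 0.417, but the next was 0.415 in size. The splits thus barely set the real one apart for this list. Camera with an estimated correlation gave an adjusted p of 0.414, and the other alternatives 0.000163 to 0.0200. Oligodendrocyte genes (12) had a median of 0.18 (camera, adjusted p = 0.401) and endothelial genes (12) one of 0.34 (camera, adjusted p = 0.0619, and under 0.05 in 9 of the alternatives). The medians of these 3 lists lie within 0.23 of each other and their quartiles overlap. The distances depend on single mice. Without sham mouse 3, the oligodendrocyte median was 0.058 and the astrocyte median 0.37. Without BCAS mouse 1, the endothelial median was 0.17 and the astrocyte median 0.41. The rise of the astrocyte list could come from a lower share of neuronal RNA alone, which stays open.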

How the results depend on the processing

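The tests summarised in this part were set in advance except those of the Reactome pathways without 1 mouse, which were chosen only after the results were seen. Of the 2097 genes called by edgeR's quasi-likelihood test, 964 (935 higher and 29 lower) were called in all 20 alternative fits at the same thresholds. No called gene had the opposite sign in any of these fits. Between 81.2% and 95% of the called genes were higher in each.

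The number of called genes stayed between 1577 and 2417 under the other normalizations, filters and tests, and between 1644 (without BCAS mouse 1) and 2967 (without BCAS mouse 2) with a mouse left out. Changing the rule on the fold change moved it most, by construction. Without that threshold 5490 genes were called, 3291 higher and 2199 lower, and with a test against a log2 fold change of 1 the count was 744, with 739 higher and 5 lower. The number of lower genes, 220, went to 145 with limma on log2(CPM + 1) and to 340 with limma-voom and sample quality weights. It was 86 to 559 across the 8 fits that each left out 1 mouse, lowest without sham mouse 1 and highest without BCAS mouse 2, and also low without BCAS mouse 1 (112), sham mouse 4 (127), sham mouse 2 (129) and BCAS mouse 4 (133). Why these counts moved, the cause was not tested.

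PC1 held 55.7% of the variance, 75.4% without scaling, 39.3% without a filter and 92.8% with the 500 most variable genes, where the cause was not tested. It held 48.5% without BCAS mouse 1 to 58% without sham mouse 3. The BCAS mice stayed apart from the sham mice on PC1 in each of these fits. The exact test gave p = 0.0571 in the 4 fits without 1 sham mouse, since with 3 against 4 mice another arrangement was as extreme, and 0.0286 in the 4 without 1 BCAS mouse.

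The number of lists called was 17, and 16 to 20 under the alternatives other than a correlation estimated from the libraries. That setting called 0 of the 22 lists, although it leaves the medians as they are. The lists named at the paper's conclusions were no longer called under it: interferon-stimulated (3.26), interferon-gamma-induced (2.56), pan-neuronal (-0.70), activity-regulated (-0.76), synaptic (-0.73), Toll-like receptor (2.84), cytokine and chemokine (4.72), phagocytosis (4.05) and extracellular matrix genes (1.89), with adjusted p-values of 0.205 to 0.531. This follows from its construction, because genes that rise and fall together across mice count as fewer independent genes.

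Activity-regulated neuronal genes were also not called under fry (-0.76, adjusted p = 0.171) or without sham mouse 3, and their medians ranged from -1.06 (without BCAS mouse 2) to -0.23 (without sham mouse 3) across the fits that left out 1 mouse. The choroid plexus genes, which were not called, had a median of -0.87 that turned to 0.32 with limma-voom and sample quality weights, and ranged from -1.19 (without sham mouse 4) to 0.67 (without sham mouse 3). Sham mouse 3 had far more of these transcripts than the other mice, so leaving it out removes the fall. For the quality weights the cause was not tested.

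For the named genes, 918 comparisons stayed on the same side of an adjusted p of 0.05, 3 became weaker and 4 stronger, and with a mouse left out 599 stayed, 30 became weaker and 3 stronger. With the threshold on the fold change added, 12 calls were lost and 5 gained, and with a mouse left out 38 were lost and 4 gained. The 12 were of Fhl2 in 4 settings (library size alone, at least 10 counts, limma on log2(CPM + 1) and thinning), of Fadd, Tlr3, Tnfrsf11a and Dlgap5 under limma on log2(CPM + 1), of Vxn under library size alone, of Mki67 and C3 under limma-voom and of Tlr8 under the block described below. The 5 gained were all of Stx1a. The other lists gave 8 weaker and 13 stronger results, and 6 stronger ones with a mouse left out. With at least 10 counts in every library, genes that are near 0 in sham mice drop out and give no value. The Reactome pathways called were 218 with camera, 222 with fgsea (188 higher, 34 lower) and 210 to 232 without 1 mouse.

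Sham and BCAS mice carry the same replicate numbers. With the number as a replicate block, 1809 genes (1624 higher, 185 lower) were called, of which 1769 were also called without it, and 17 lists and 217 pathways. Of the named genes, Tlr8 was no longer called and Stx1a was called. Profiles of mice with the same number correlated at -0.103 to 0.001 and those with different numbers at -0.112 to 0.125, so the numbers do not appear to pair the mice.

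Depth limits the genes that are rare in sham mice. Of the higher genes, 36 had at most 3 counts in every sham library, so their fold is only bounded from below. Il12b and Tnfsf11 had too few counts to be tested, and transcripts of interferons under 0.179 CPM could escape detection. Thinning every library to the smallest called 2057 genes and changed the call of no list. Of the named genes it lost Fhl2 and gained Stx1a, which both lie near the threshold on the fold change.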

Differences from the paper's values

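No test in this part was chosen only after the result was seen. For Tlr8, the paper's log2 fold change from limma in Supplementary Table S2 is 3.32, and the value here is 4.41 (standard error 1.05). Both are on the log2 scale. Of the alternatives set before the data were examined, limma-voom with sample quality weights (4.30), the replicate block (4.08) and the fits without sham mouse 1 (4.31), sham mouse 3 (3.98), sham mouse 4 (4.10), BCAS mouse 1 (3.92) or BCAS mouse 3 (4.09) came within 1 standard error of the paper's value. The gap stayed larger with DESeq2's size factors, upper-quartile normalization, library size alone, no filter, DESeq2, limma-voom, limma on log2(CPM + 1) (1.86), robust edgeR and thinning, and without sham mouse 2 (5.76), BCAS mouse 2 (4.79) or BCAS mouse 4 (4.68). With at least 10 counts in every library Tlr8 was not tested. Of the named genes, 55 could be compared with the paper's limma values and 46 with its DESeq2 values. Tlr8 had the largest gap to the limma values, 1.09 against a median gap of 0.17. The largest gap to the DESeq2 values was 0.0126. A smaller gap, as for Stx1a below, can still move a gene across the threshold.

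The paper counts Stx1a among its differentially expressed genes, with a limma log2 fold change of -1.10 in Supplementary Table S2. Here its log2 fold change was -0.99 (adjusted p = 0.0258 from edgeR's test), short of the threshold. It was called with upper-quartile normalization (-1.01), limma-voom (-1.08), limma on log2(CPM + 1) (-1.09), thinning (-1.004), the replicate block (-1.09) and without sham mouse 3 (-1.05), BCAS mouse 2 (-1.22) or BCAS mouse 3 (-1.08). Over all alternatives its adjusted p ranged from 0.000825 to 0.0698.

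Tnfsf11 has a limma log2 fold change of 1.70 in the paper's Supplementary Table S2. It had too few counts to be tested here, and its mean in BCAS mice was at least 2.18-fold above 3 counts. Without a filter it was called (adjusted p = 0.00901 from edgeR's test). Il12b, which the paper names among the higher genes, was also not tested, and was called without a filter (adjusted p = 0.0485 from edgeR's test). Its mean in BCAS mice was at least 3.52-fold above 3 counts.

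Nptx1 is described in the paper as lower. Here its log2 fold change of -0.73 had an adjusted p of 0.0614 from edgeR's test. The adjusted p was under 0.05 with DESeq2, limma on log2(CPM + 1), limma-voom with sample quality weights, and without BCAS mouse 1 or BCAS mouse 2, and it ranged from 0.00185 to 0.133 over the alternatives, none of which passed the threshold on the fold change. Grin1, also described as lower, had a log2 fold change of -0.85 (adjusted p = 0.0163 from edgeR's test), which ranged from -0.67 (without BCAS mouse 1) to -0.999 (without BCAS mouse 2) over the alternatives and passed the threshold on the fold change in none. Its adjusted p was under 0.05 in all of them except without sham mouse 1 (0.0527).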

Other observations

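In this part, the tests of other splits other than that of the number of called genes, of the normalization of lists, of single mice for lists other than the interferon-stimulated genes, of the striatum, of the oxidative phosphorylation list other than the removal of the trend over length and GC content, of the choroid plexus and of the differences between BCAS mice were chosen only after the results were seen.

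More genes were higher than lower in BCAS mice. The lowest share of higher genes was 88.5% under the 3 other normalizations and 89.2% after thinning to the smallest library, which argues against normalization and library size as the cause. A lower share of neuronal RNA alone would raise the lists of all other cells alike. The lower quartile of the 12 microglial identity genes lay 1.58 (log2) above the upper quartiles of the astrocyte identity, oligodendrocyte and endothelial genes, which argues against it. The microglial identity genes had a median log2 fold change of 2.62 (camera, adjusted p = 3.72e-17), with all 12 called, and the 17 microglia and macrophage activation genes one of 4.32 (camera, adjusted p = 2.08e-29), with 16 called. For the number of called genes, of higher genes and of lower genes, 1 of the 35 splits of the libraries, the real one, gave as many. The other 34 splits called 0 genes, with at most 5109 genes at an unadjusted p under 0.05, and a median of 266.5, against 7920 in the real split. These splits mix sham and BCAS mice, which widens the spread within their groups wherever the real groups differ. Their 0 calls are therefore no measure of chance.

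The numbers of called lists and pathways are weaker evidence. As many lists as the real 17 were called in 21 of the 35 splits, with up to 22 in another split. As many pathways as the real 218 were called in 7 of the 35, with up to 244 in another split. The other splits with as many pathways kept 3 mice of each group together, so they still held part of the difference. Splits with 2 BCAS mice on each side gave up to 21 lists and up to 167 pathways. Camera at its preset correlation thus also calls sets in splits that mix the groups, so these 2 numbers alone do not set the real split apart. The same holds for single lists. Camera called the interferon-stimulated list in 29, the pan-neuronal list in 25 and the synaptic list in 27 of the 35 splits.

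Interferon-stimulated genes were higher in BCAS mice. Tests of normalization, gene length and GC content, a single BCAS mouse and blood left in the tissue argue against these as the whole cause. Their lowest median log2 fold change was 3.24 under the other normalizations and 2.67 without 1 BCAS mouse. It was 3.25 after the trend over gene length and GC content was removed. Only 1 of the 35 splits, the real one, gave a median as large, which largely restates that all 4 BCAS mice lay above all sham mice. The trend itself was weak, with an SD of 0.0308 over all genes and a shift of more than 0.1 in 449 genes (2.6%). Blood left in the tissue would raise hemoglobin genes by as much, and these 5 genes had a median of 0.43 (camera, adjusted p = 0.0996, and from 0.0292 to 0.537 over the alternatives). The most abundant, Hbb-bs, went from 38.9 to 58.2 CPM, and Hba-a1 from 24.6 to 32.7 CPM. All 5 hemoglobin genes had more than 3 counts in every sham library. More microglia alone stays open. The median of the interferon-stimulated genes exceeded that of the microglial identity genes by 0.64, which a permutation of the genes between the lists did not distinguish from 0 (p = 0.189, n = 37 and 12 genes). Of the 37 interferon-stimulated genes, 31 had more than 3 counts in every sham library, 2 are in another list and 11 are named by the paper. Entry of leukocytes as their source was not tested.

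Of 21 interferon genes, 18 had 0 counts in all 8 libraries, among them Ifnb1, which allows up to 0.179 CPM in the smallest library. Ifng had 0, 1, 0 and 0 counts in sham mice 1 to 4 and 3, 1, 4 and 0 in BCAS mice 1 to 4, Ifnk at most 4 and Ifnz at most 1.

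Pan-neuronal and synaptic genes were lower in BCAS mice. The smaller fall of the 2 lists was -0.62 under the other normalizations and -0.70 after the trend over length and GC content was removed, and 1 of the 35 splits gave medians as large. Other tissue carried over in dissection would have to raise its own genes in BCAS mice. The 8 choroid plexus genes had a median of -0.87 (camera, adjusted p = 0.404), but this fall comes from sham mouse 3, and without that mouse the median was 0.67. As large a median came from 34 of the 35 splits for the choroid plexus genes and from 9 for the striatal genes. The 10 striatal genes all had positive log2 fold changes, with a median of 0.59 (camera, adjusted p = 0.0894, and 0.00584 to 0.615 over the alternatives), 0.88 without sham mouse 2 and 0.25 without BCAS mouse 4. For striatum carried over in dissection, 3 of the 4 BCAS mice had a lower mean of the striatal genes than sham mouse 2, but all 4 exceeded the other 3 sham mice. The mean of the pan-neuronal genes was -0.047 in sham mouse 3, which had the most choroid plexus RNA, and 0.01 in sham mouse 2, whose striatal genes stood at 0.697, whereas it was -1.387 in BCAS mouse 1, with striatal genes at 0.589. These values go against tissue carried over as the whole cause, but each rests on 1 sham mouse, so it is not excluded. Loss of neurons alone stays open too. The median of the activity-regulated genes differed from that of the pan-neuronal genes by -0.057 (permutation of the genes, p = 0.589, n = 16 and 14 genes) and that of the synaptic genes by -0.034 (p = 0.634, n = 30 and 14 genes), where a fall of activity beyond a loss of neurons would lower them more.

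The fall of the activity-regulated neuronal genes is unreliable, since 9 of the 35 splits gave a median as large and it was -0.23 without sham mouse 3 (camera, adjusted p = 0.114). The 18 oxidative phosphorylation genes had a median of -0.29 (camera, adjusted p = 0.00058), with 5 at an adjusted p under 0.05 and 13 when adjusted over the list alone, none past the threshold on the fold change. Their mean fell by 0.51, 0.14, 0.25 and 0.19 in BCAS mice 1 to 4, below every sham mouse. However, BCAS mouse 2 at -0.143 was practically level with sham mouse 3 at -0.141. The median closest to 0 was -0.20 under the other normalizations and also -0.20 without 1 BCAS mouse, and 1 of the 35 splits gave one as large. It was -0.27 after the trend over length and GC content was removed, and the genes of Eukaryotic Translation Elongation, of similar length, rose by 0.43 (camera, adjusted p = 4.67e-11). These values argue against a single BCAS mouse, normalization and gene length as the whole cause, and a lower share of neuronal RNA stays open and was not tested for this list.

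Sham mouse 3 had 12169 counts of Ttr, against at most 548 in another sham mouse (696 CPM against 7.72 to 44.4 CPM in the other 7 mice). The 7 other choroid plexus genes were also highest in sham mouse 3, so choroid plexus carried over in dissection is a candidate explanation (7 of 7). All 8 genes had more than 3 counts in every sham library.

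The BCAS mice differed in the size of their changes. In the 17 called lists BCAS mouse 1 changed most and BCAS mouse 2 least, and sample quality weights were lowest for these (0.25 and 0.317, against 0.818 for sham mouse 3 and 1.33 to 2.15 for the others). Library size does not order them, since BCAS mouse 2 had the second deepest library of the BCAS mice and changed least in 17 of the 17 lists. If the mice had only a different share of equally affected tissue, the change in BCAS mouse 2 would be the same fraction of that in BCAS mouse 1 in every list. The median fraction ran from 0.026 for the activity-regulated to 0.312 for the oxidative phosphorylation genes. It was 0.042 (quartiles 0.031 and 0.067) for the blood-borne leukocyte and 0.215 (quartiles 0.2003 and 0.226) for the microglial identity genes, which argues against that explanation. A graded response to hypoperfusion stays open, and the blood flow of single mice was not used here.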
